# Chronic intermittent hypoxia disrupts protective microgliosis in ischemic proliferative retinopathy

**DOI:** 10.1186/s12974-025-03392-9

**Published:** 2025-03-14

**Authors:** Tianxiang Yang, Kaitryn E. Ronning, Sébastien Augustin, Frédéric Blond, Caroline Nous, Foteini Argyriou, Sara Touhami, Cécile Delarasse, Xavier Guillonneau, Florian Sennlaub

**Keywords:** Hypoxia, Ischemic retinopathy, Microglia, Sleep apnea

## Abstract

Sleep apnea that leads to chronic intermittent hypoxia (CIH) is an independent risk factor for advanced, debilitating ischemic proliferative retinopathies, such as diabetic retinopathy (DR) and retinopathy of prematurity (ROP). The underlying mechanisms are unknown. Here we investigated the consequences of CIH on the ischemic retina of the oxygen-induced retinopathy model. We show that experimental CIH inhibited colony stimulating factor 1 (CSF1) expression, blunting the reactive microgliosis during the ischemic phase of OIR. CIH severely delayed beneficial revascularization of the ischemic retina and increased pathological neovascularization. CIH also induced photoreceptor segment thinning and accentuated OIR-induced inner and outer retinal functional deficits. Mechanistically we demonstrated that local CSF1R inhibition during ischemic retinopathy reduced the number of microglial cells, inhibited revascularization, and exacerbated pathological neovascularization, recapitulating the effects of CIH. Our findings provide a novel mechanism by which sleep apnea and CIH aggravate ischemic retinopathies, underscoring the importance of treating apnea in DR and ROP to help prevent sight threatening severe disease.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12974-025-03392-9.

## Background

Ischemic proliferative retinopathies, such as retinopathy of prematurity (ROP) and diabetic retinopathy (DR), remain a major threat to vision despite major advances in the treatment of late neovascular complications by anti-VEGF therapies [1–3]. They are characterized by an ischemic first stage, in which there is retinal microvascular degeneration and associated neuronal degeneration. This occurs in ROP due to the premature interruption of the maternal metabolic-endocrine support of the immature fetus with exposure to supra-physiological extra-uterine oxygen levels, and in diabetes due to metabolic dysregulation. In both diseases this first stage can evolve into advanced stages characterized by neovascularization that can lead to inner retinal edema and fibrosis [1–3]. In addition to neovascularization, pathological neuronal degeneration occurs in the inner retina [4–6], photoreceptor segments are shortened and their structure is perturbed in DR [6–9], and photoreceptor dysfunction remains detectable years after the preterm days of ROP patients [10].

Interestingly, the risk of severe ROP is increased in infants suffering from apnea of prematurity [11, 12], and decreased when the apnea is treated with caffeine [13]. Similarly, obstructive sleep apnea, characterized by recurrent upper airway collapse and interruptions in breathing during sleep, is independently associated with an increased prevalence of advanced DR, proliferative DR, and diabetic macular edema (DME) after adjustment to confounders including age, sex, body mass index, and hypertension [14–16]. Of note, sleep apnea is also associated with cardiovascular disease [17] and in particular the risk of stroke [18]. Sleep apnea produces repeated episodes of hypoxemia followed by re-oxygenation, called chronic intermittent hypoxia (CIH), which is believed to be the major contributor to sleep apnea-related morbidity and mortality [19].

Ischemic proliferative retinopathy can be experimentally induced in mice by exposing pups to 75% O_2_ for five days during their second week of life. This oxygen-induced retinopathy (OIR) model [20] provokes vaso-obliteration and subsequent capillary loss of the central retinal vasculature leading to an ischemic retina when the mice are returned to room-air conditions. The oxygen-induced central avascular area subsequently, and invariably, triggers VEGF-dependent growth of pathological intravitreal neovascular tufts [20] that reach a maximum a further five days into the ischemic phase of the model (PN 17–18). In parallel, the avascular area disappears at the ischemic retina revascularizes and the neovascular tufts resorb by PN25 [21]. This phenomenon is also observed in most ROP patients. Intra-retinal reperfusion and revascularization of the ischemic retina has also been observed in DR [22–24], but is generally outweighed by continued microvascular degeneration. In rodents, this revascularization has been shown to be at least in part dependent on microglial cells, the resident macrophages of the central nervous system [25, 26].

Contrary to the mild retinal changes of animal models of diabetes [27], the mouse OIR model results in sizeable ischemic avascular zones and neovascularization as in severe human DR and ROP. The clear separation of the hyperoxic, vaso-obliterative phase from the ischemic phase in the mouse OIR model also helps to specifically address mechanisms in the ischemic retina compared to rat models in which oscillating hyper- and hypoxic exposures are necessary to trigger pathological changes [28].

To investigate how CIH influences ischemic proliferative retinopathy we exposed mice with oxygen-induced ischemic retinopathy to experimental CIH. The CIH was simulated by exposing experimental animals to 10 h daily of 266 cycles of quick oscillations of the O_2_ concentration in the cage during their sleep, mimicking CIH in severe obstructive sleep apnea [29]. Here we show that experimental CIH greatly delayed beneficial revascularization of the ischemic retina, and increased pathological neovascularization. CIH also induced shortening of photoreceptor segments and affected neuronal signaling with lasting functional consequences. Additionally, CIH blunted the increase of microglial cells otherwise observed in the ischemic retina. We demonstrate that the CIH-associated reduced microglial cell count is coincident with diminished colony stimulation factor 1 (CSF-1) expression, known to control microglial cell populations. Local inhibition of CSF1R, the CSF-1 receptor, during ischemic retinopathy reduced the number of microglial cells and inhibited revascularization similar to CIH. Together, these findings provide a mechanistic explanation of how apnea and CIH aggravate ischemic proliferative retinopathies and emphasize the importance of monitoring and treating apnea in DR and ROP to help prevent severe, sight-threatening disease.

## Methods

### Animals

C57BL/6J pups and nursing mothers were obtained from Charles River. All mice were housed in pathogen-free conditions with water and chow available ad libitum. All experimental protocols and procedures were approved by the French Ministry of Higher Education, Research and Innovation (APAFIS authorization #43233 2023042416144897). Cages were randomly assigned to experimental groups.

### Oxygen-induced retinopathy and chronic intermittent hypoxia

In an adaptation of the widely used OIR model [20] C57BL/6J mice at postnatal (PN) day 8 (PN8) were exposed, with their mothers, for 5 days to hyperoxic conditions (75% O_2_), inducing vaso-obliteration and subsequent capillary loss of the central retinal vasculature [20]. At PN13, mice were returned to room-air conditions which induces extensive neovascularization in all experimental mice with maximum effects on PN18.

CIH was induced in C57BL/6J mice using a Hycon0520 simulator [30] that can oscillate the cage O_2_ concentration extremely quickly. For 10 h during the daytime (corresponding to the mouse sleep period) CIH experimental animals were exposed daily to 266 cycles of a 135s program of oscillating O_2_ concentration as follows: decrease of 20.95% O_2_ to 5% O_2_ in 45s, 5% O_2_ for 30s, increase to 20.95% O_2_ in 15s, 45s of 20.95% O_2_ (adapted from Xu et al. [29]). Control animals were exposed to the same flow and noise of gasses, without affecting O_2_ concentration.

### Immunohistochemistry

Eyes were immediately placed in 4% PFA (ThermoFisher) following CO_2_ narcosis and cervical dislocation, and eyes were fixed at room temperature for 45 min. After fixation, eyes were transferred to PBS (Gibco), the anterior segments and connective tissues were removed, four curvature-relieving cuts were made into the eye cups, and the retinas were gently separated from the RPE/choroid/sclera. Retinas and RPE/choroid/sclera complexes were first incubated overnight at room temperature with AlexaFluor488-conjugated isolectin (diluted 1:200, Invitrogen) and goat or rabbit anti-IBA1 (diluted 1:400, final concentration 1.25 ug/ml, Abcam goat antibody, Wako rabbit antibody) in PBS with 0.1% Triton. Tissues were then rinsed with PBS and then incubated for 2 h at room temperature with a AlexaFluor647-conjugated donkey anti-goat or anti-rabbit IgG antibody (diluted 1:400, final concentration 5 ug/ml, Invitrogen). After final rinses in PBS, retinas and RPE/choroid/sclera complexes were mounted on glass slides with Fluoromount aqueous mounting media (Sigma). Images were captured with a Leica DM550B fluorescence microscope (Leica Biosystems). Image analysis was performed using FIJI [31].

### Flow cytometry

For flow cytometry, retinas were collected in PBS (Gibco) and placed on ice immediately following CO_2_ narcosis and cervical dislocation. Retinas were first enzymatically dissociated by incubation with Liberase TL (final concentration 0.15 mg/ml, Roche) at 37 C for 30 min, and then dissociation was completed mechanically by gently pipetting with a P1000 pipette. The resulting cell suspensions were filtered by passing through a 70 μm filter (Miltenyi) and rinsed with PBS. Cells were labelled with a viability dye (Viobility 405/520 fixable dye, diluted 1:100, Miltenyi) following manufacturer recommendations for 15 min at room temperature. After a PBS wash, cells were then labelled for 30 min on ice with the relevant flow cytometry antibodies: VioBlue-conjugated anti-mouse CD45, APC-conjugated anti-mouse CD11b, FITC-conjugated anti-mouse MHCII, PE-conjugated anti-mouse CD31, and PE-Vio770-conjugated anti-CD115 (all antibodies diluted 1:50 in PBS for a final concentration of 3 µg/ml, all purchased from Miltenyi). Finally, cells were fixed in 1% PFA (ThermoFisher). All samples were run on a FACSCelesta Cell Analyzer (BD Biosciences, USA). The software FlowJo (BD, Oregon, USA) was used for all flow cytometry analysis.

### Optical coherence tomography

Optical coherence tomography (OCT) was performed as previously described [32]. In brief, pupils were dilated using tropicamide (0.5%, Mydriaticum, Théa, France) and phenylephrine (5%, Neosynephrine, Europhta, France), and animals were anesthetized using isoflurane (Piramal, 5% to induce and under 2% to maintain anesthesia). SD-OCT scans were acquired using a Bioptigen SDIOS-HHP system fitted with an objective to allow imaging the mouse posterior segment, using the Bioptigen InVivoVue Clinic software (Bioptigen, North Carolina, USA). After acquisition, OCT volumes were exported for processing and analysis using FIJI [31]. B scans were registered to remove breathing artifacts using the MultiStackReg plugin, a modification of the TurboReg plugin [33] written by Brad Busse. Three consecutive B scans were averaged, and the retinal layers were measured manually using the measurement tools in FIJI.

### Electroretinography

After overnight dark adaptation, pupils were dilated using tropicamide (0.5%, Mydriaticum, Théa) and phenylephrine (5%, Neosynephrine, Europhta), corneas were anesthetized with oxybuprocaine eye drops (Théa, France), and animals were anesthetized with an IP injection of a mixture of ketamine (80 mg/kg, Axience) and xylazine (8 mg/kg, Bayer HealthCare). Electroretinograms (ERGs) were recorded using a Lab Cradle system fitted with a Color Dome Ganzfeld white (6500k) LED stimulator (Diagnosys). Gold wire loop corneal electrodes were placed on both eyes, a reference electrode was placed subcutaneously between the eyes, and a ground electrode was placed subcutaneously at the base of the tail. Transparent ophthalmic gel (Lubrithal, Dechra) was placed on both eyes to maintain corneal moisture and good contact with the corneal electrode throughout recordings. Animals were kept on a heating pad to maintain normal body temperature throughout experimentation. Scotopic retinal function was probed using 4 ms flashes of 3 cd*s/m^2^ with 60 s between flashes. Resulting responses were amplified and passed through a 0–300 Hz bandpass filter with a one-channel DC-/AC-amplifier. The collected waveforms were further processed using the Espion software V6 (Diagnosys) including the identification of the a- and b-wave amplitudes. A-wave amplitudes were measured from baseline to the peak of the first negative deflection, and b-waves were measured from the a-wave to the peak of the following positive deflection. A- and b-wave amplitudes were then normalized to the average normoxia a- and b-waves for presentation.

### RNA sequencing

Fresh eyes (3 eyes from the OIR-Norm group, 3 eyes from the OIR-CIH group, all at PN18) were dissected on ice to isolate retinas immediately after enucleation. Retinal RNA was extracted using the NuceloSpin RNA kit (Macherey-Nagel) according to the Midi protocol in the manufacturer’s instructions. RNA quality was confirmed using a Bioanalyzer RNA Analysis kit (Agilent). RNA sequencing libraries were prepared from 250 ng total RNA using the TruSeq Stranded mRNA Library Prep kit (Illumina) and sequenced at the Institut du Cerveau iGenSeq sequencing core facility. The RNAseq dataset generated during the current study is available in the GEO repository, accession number GSE268420.

After sequencing, fastq files were aligned to the *mus musculus* reference genome from Ensembl (Ensembl 105, December 2021) using STAR (version 2.7.9a) with the option “- -quantMode GeneCounts” to extract the raw counts for each gene, and all count files were concatenated into a single file. The count file and a descriptive sample file were loaded into our in-house R Shiny application “EyeDVseq” for analysis: the genes with a total count below 10 across samples were filtered out and the differential gene expression analysis was performed using the version 1.40.2 DESeq integrated into EyeDVseq, comparing OIR-Norm as control and OIR-CIH as the condition. The resulting gene list was then filtered, with|Log_2_(Fold Change)| > 0.5 and pAdj-values < 0.05 being considered significant. This gene list was used to perform a gene enrichment analysis using the Metascape tool [34]. Gene ontology (GO) terms were selected from the Metascape output, sorted by logP value, and filtered to remove terms with 5 or fewer associated genes in the input list.

### qPCR

Retinal RNA from 32 fresh eyes (16 eyes from the OIR-Norm group, 16 eyes from the OIR-CIH group) was collected at PN18, as above for RNA sequencing. Extracted RNA was reverse-transcribed into cDNA with the QuantiTech reverse transcription kit (Qiagen) following the quick-start protocol in the manufacturer’s instructions. The qPCR was conducted using Power SYBR Green PCR Master Mix (Applied Biosystems) on a QuantStudio 5 Real-Time PCR System (Applied Biosystems). The cycling conditions were as follows: initial denaturation at 95°C for 10 minutes, followed by 40 cycles of 95°C for 15 seconds and 60°C for 1 minute. The qPCR data was analysed using the relative quantification method (2^−ΔΔCt^) on Design & Analysis Software v2.6.0 (Applied Biosystems). The forward primer of *Csf1* was 5’-TGACCCAGGATGAGGACAGA-3’, the reverse primer of *Csf1* was 5’-GGTAGTGGTGGATGTTCCCA-3’. Both primers were custom designed by Primer-BLAST webtool, and synthesized by IDT (Integrated DNA Technology, Europe).

### Intraocular injections

Mice were anesthetized using isoflurane (Piramal, 5% to induce and under 2% to maintain anaesthesia). We injected rat anti-CSF1R (Bio-techne) or rat IgG isotype (InvivoGen) intravitreally using glass capillaries (Eppendorf) and a microinjector. Each mouse’s left eye was injected with 3 µL rat IgG isotype (10 µg/ml) as a control, and the right eye was injected with 3 µL anti-CSF1R antibody (10 µg/ml).

### Statistical analysis

All statistical comparisons were performed in Prism v9.02 (GraphPad, Massachusetts, USA). Outliers were identified using the ROUT (Robust regression and Outlier removal) method with the false discovery rate (Q) set at 1% to balance between sensitivity and specificity in outlier detection. Two group comparisons were done using a Mann-Whitney test, unpaired when comparing between animals and paired when comparing data from contralateral eyes. Multiple comparisons were performed using one- or two-way ANOVAs, as appropriate and indicated in figure legends, followed by Šídák’s multiple comparisons post hoc test. P values less than 0.05 were considered significant.

## Results

### Chronic intermittent hypoxia alone does not affect retinal vascularization or microglia cell counts

To examine whether chronic intermittent hypoxia (CIH) affects retinal vasculature or microglia in the absence of retinal ischemia, pups were placed in specialized cages and exposed to CIH or normal oxygen conditions (normoxia) from postnatal (PN) day 8 to PN18. CIH was simulated by rapidly oscillating the cage O_2_ concentration for 10 h during the normal sleep hours of the animals mimicking CIH of severe obstructive sleep apnea (266 cycles over 10 h, each 135s cycle: decrease of 20.95–5% O_2_ in 45s, 5% O_2_ for 30s, increase to 20.95% O_2_ in 15s, and 45s of 20.95% O_2_; adapted from Xu et al. [29]) (schematized in Fig. 1A). Normoxic animals were exposed to the same flow and noise as CIH mice but without oscillating O_2_ concentrations. At PN18, our analysis revealed no CIH-induced alterations in vascular density in isolectin-stained retinal flatmounts (Fig. 1B), or CD45^med^CD11b^+^ cells microglia numbers in flow cytometry (Fig. 1C). Additionally, there was no difference in MHCII expression, an indicator of microglial activation, between groups (Fig. 1D). Finally, there was only a mild, non-significant reduction in body weight between groups, suggesting CIH alone does not cause growth retardation (Fig. 1E). These results demonstrate that our CIH regimen had no effect on the normal vascular maturation and development that takes place in mouse pups at this stage of development.

**Fig. 1:**
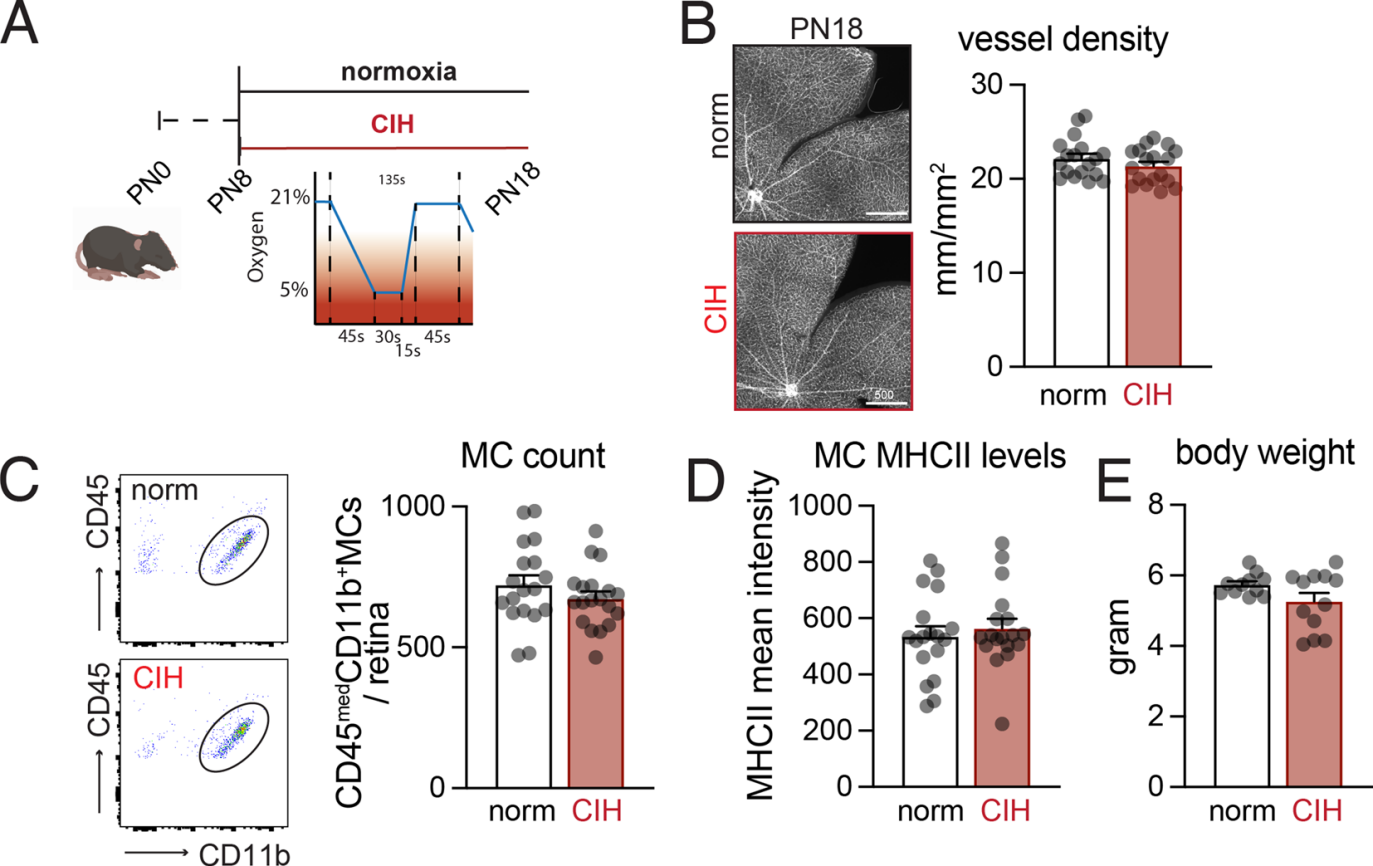
Chronic intermittent hypoxia alone does not affect retinal vascularization or microglia cell counts. (**A**) Schematic of the time course of normoxia and CIH conditions. (**B**) Left: Representative retinal flatmounts labeled with isolectin to visualize vessels. Right: Quantification of vessel density (mm vessel per mm^2^ retinal area, *n* = 18 retinas per group). (**C**) Left: Representative gating of CD45^med^CD11b^+^ microglial cells (MC). Right: Quantification of the number of microglia (single, alive, CD45^med^CD11b^+^ cells) per retina (*n* = 18–19 retinas per group). (**D**) Mean intensity of MHCII labeling on MC detected via flow cytometry (*n* = 18–19 retinas per group). (E) Body weight of pups at PN18 (*n* = 11–12 animals per group). Scale bars = 500 μm; all comparisons Mann-Whitney test, all p-values > 0.05; all values displayed as mean ± SEM, individual points indicate values per retina

**Fig. 2:**
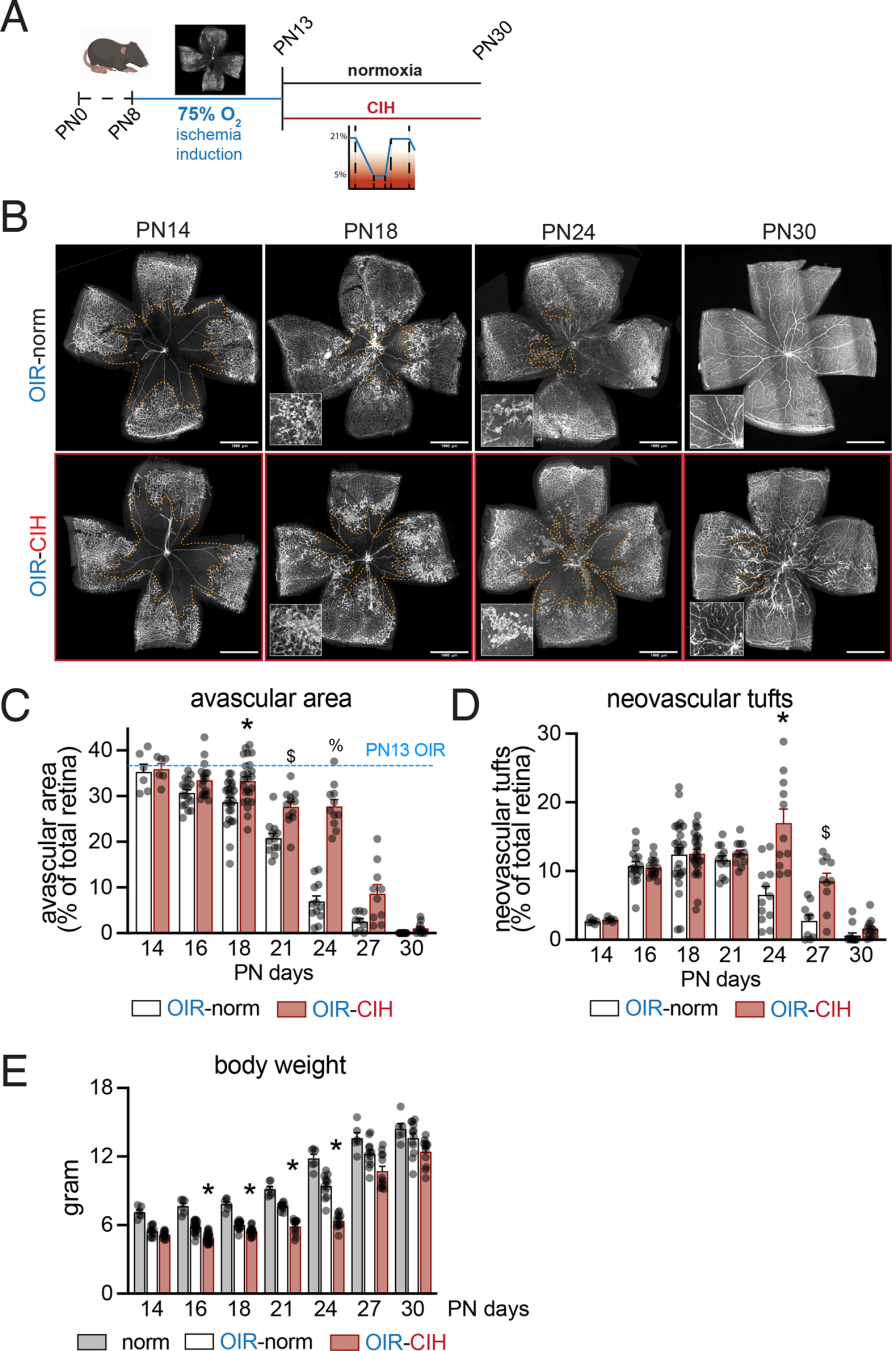
CIH inhibits the revascularization of ischemic retina, promotes pathological intravitreal neovascularization, and induces a transient growth retardation. (**A**) Schematic of the time course of OIR, normoxia, and CIH conditions. (**B**) Representative retinal flatmounts labeled with isolectin to visualize vessels. Avascular areas are indicated with a dashed orange line. PN18 insets show examples of neovascularization. PN30 insets highlight abnormal vasculature in some revascularized areas in OIR-CIH retinas. Quantification of (**C**) avascular and (**D**) neovascular regions in retinal flatmounts (*n* = 14–30 retinas per timepoint per group; two-way ANOVA followed by Šídák’s multiple comparisons test **C** * *p* = 0.0125 PN18 OIR-Norm versus OIR-CIH, $ *p* = 0.0014 PN21 OIR-Norm versus OIR-CIH, % *p* < 0.0001, **D** * *p* = 0.0028 PN24 OIR-Norm versus OIR-CIH, $ *p* = 0.0089 PN27 OIR-Norm versus OIR-CIH). In C the average percentage of avascular area at the end of OIR (PN13) is indicated with a blue dashed line. (**E**) Body weight in grams of pups from PN14-PN30 (*n* = 6–12 animals per group; two-way ANOVA followed by Šídák’s multiple comparisons test * *p* < 0.0001 PN16 OIR-Norm versus OIR-CIH, * *p* = 0.0001 PN18 OIR-Norm versus OIR-CIH, * *p* < 0.0001 PN21 OIR-Norm vs. OIR-CIH, * *p* < 0.0001 PN24 OIR-Norm versus OIR-CIH). Scales bars = 1000 μm; all values displayed as mean ± SEM, individual points indicate values per retina (C-D) or per animal (**E**)

### CIH inhibits revascularization and promotes pathological neovascularization in the ischemic retina

Clinical studies show that obstructive sleep apnea is associated with proliferative DR and DME after adjustment to confounders including age, sex, body mass index, and hypertension [14–16], but the underlying mechanism is unknown. To investigate if CIH exacerbates advanced ischemic proliferative retinopathy we used the mouse model of oxygen induced retinopathy (OIR), which induces microvascular degeneration followed by neovascularization, contrary to diabetic animal models that only develop mild microvascular degeneration. Following the 75% O_2_ exposure from PN8-PN13, which induces a central avascular area that subsequently drives the neovascularization [20], pups were exposed to CIH conditions or normoxia conditions (the same gas flow, noise and sleep fragmentation, but with constant 20.9% O_2_) until sacrifice (Fig. 2A).

In this model neovascular tuft development reaches a maximum five days after return to room air (PN 17–18). In parallel, the avascular area disappears as the ischemic retina revascularizes and the neovascular tufts resorb by PN25 [21]. Isolectin-stained retinal flatmounts revealed a similar sized avascular area at PN14, after 24 h of CIH or normoxia exposure. However, while the avascular area of control mice quickly disappeared over the observation period and neovascular tufts were regressing, CIH significantly inhibited the revascularization of the ischemic retina, associated with delayed and exaggerated neovascularization (Fig. 2B). Quantification of the size of the central avascular area revealed significant differences at PN18, PN21, and PN24, with an over three-fold bigger avascular area in the CIH group at PN24 (Fig. 2C). While neovascular tuft formation reached a maximum at PN18 in control mice, CIH exposed animals reached a maximal pathological neovascular response only at PN24 at which point the surface covered by neovascular tufts was twice as large as in control mice (Fig. 2D). At PN30 retinas from the CIH group were still very recognizable by the irregularity of the intra-retinal revascularization and remaining neovascular, while control retinas had, other than some degree of increased vessel tortuosity, renormalized their retinal vasculature, as previously described [21](Fig. 2B).

Interestingly, the transient growth retardation that is observed in OIR-norm mice compared to mice kept under normoxic conditions was also prolonged significantly in OIR-CIH mice, reaching significance at PN21 and 24. However, despite continued CIH, their growth curve had caught up with the other conditions by PN30 (Fig. 2E).

Taken together, although CIH did not affect normal vascular development (Fig. 1) it profoundly inhibited the revascularization of the ischemic retina. The resulting prolongation of the ischemia was associated with more persistent and exaggerated pathological neovascularization. Interestingly, the CIH also accentuated the transient growth retardation induced by OIR, suggesting a possibly more generalized effect on angiogenesis in the growing animals.

### CIH aggravates photoreceptor segment degeneration and long-lasting retinal dysfunction

Additionally to neovascularization, pathological neuronal degeneration occurs in the inner retina during OIR [35, 36], ROP [4], and DR [5, 6]. Optical coherence tomography (OCT) studies revealed that the photoreceptor segments undergo degenerative changes in DR. The line that represents the junction of the mitochondria-containing inner segments and photo-sensitive outer segments (IS/OS) gets disrupted [7], and photoreceptor outer segments shorten [8], which strongly correlated with visual function in these patients [9].

In mice, OCT at PN24 (Fig. 3A and B) and PN30 confirmed [35] inner retinal thinning in the ischemic retina compared to the normal retina, but this was not affect by CIH (Fig. 3C, left). However, CIH consistently and significantly worsened the OIR-induced thinning of the photoreceptor segment layer (IS/OS) at PN24 and PN30 (not the outer nuclear layer that contains the photoreceptor nuclei)(Fig. 3C, right).

**Fig. 3:**
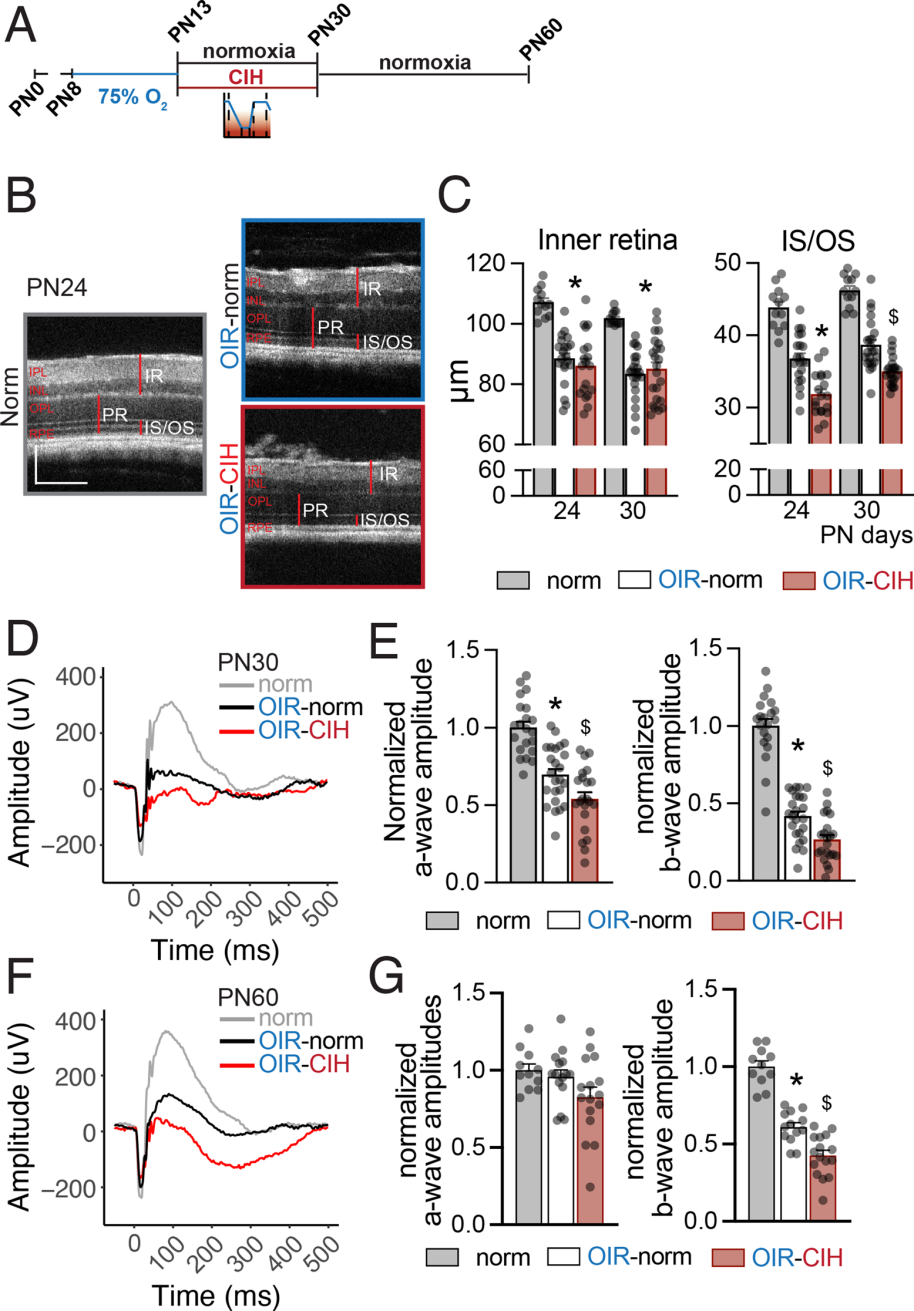
OIR induces neurodegeneration and CIH exacerbates functional deficits in retinal signaling. (**A**) Schematic of the time course of OIR, normoxia, and CIH conditions. (**B**) Representative B scans of Norm, OIR-Norm, and OIR-CIH retinas at PN24. B scans are from the central retina, near the optic nerve head. Horizontal scale bar = 200 μm, vertical scale bar = 150 μm. (**C**) Quantification of the thickness of the inner retina, ONL, and IS/OS layers, measured from the OCT B scans (*n* = 12–24 eyes per group; one-way ANOVA followed by Šídák’s multiple comparisons test, inner retina * *p* < 0.0001 PN24 and PN30 Normoxia vs. OIR-Norm and Normoxia vs. OIR-CIH; ONL * *p* = 0.0034 PN24 Normoxia vs. OIR-CIH; IS/OS * *p* < 0.0001 PN24 Normoxia vs. OIR-Norm, Normoxia vs. OIR-CIH, and OIR-Norm vs. OIR-CIH, * *p* < 0.0001 P30 Normoxia vs. OIR-Norm and Normoxia vs. OIR-CIH, $ *p* = 0.0007 P30 OIR-Norm vs. OIR-CIH). (**D**) Representative ERG waveforms of normoxia (grey), OIR-norm (black), and OIR-CIH (red) at PN30 in response to 4 ms flashes of 3 cd*s/m^2^. (**E**) Quantification of a- (left) and b-wave (right) amplitudes at PN30 in response to 4 ms flashes of 3 cd*s/m^2^ (*n* = 20–24 eyes per group; one-way ANOVA followed by Šídák’s multiple comparisons test, normalized a-wave amplitude * *p* < 0.0001 Normoxia vs. OIR-Norm, $ *p* < 0.0001 Normoxia vs. OIR-CIH and *p* = 0.0205 OIR-Norm vs. OIR-CIH; normalized b-wave amplitude * *p* < 0.0001 Normoxia vs. OIR-Norm, $ *p* < 0.0001 Normoxia vs. OIR-CIH and *p* = 0.0096 OIR-Norm vs. OIR-CIH). (**F**) Representative ERG waveforms of normoxia (grey), OIR-norm (black), and OIR-CIH (red) at PN60 in response to 4 ms flashes of 3 cd*s/m^2^. (**G**) Quantification of a- (left) and b-wave (right) amplitudes at PN60 in response to 4 ms flashes of 3 cd*s/m^2^ (*n* = 11–16 eyes per group; one-way ANOVA followed by Šídák’s multiple comparisons test, normalized a-wave amplitude all p values > 0.05, normalized b-wave amplitude * *p* < 0.0001 Normoxia vs. OIR-Norm, $ *p* < 0.0001 Normoxia vs. OIR-CIH and *p* = 0.0008 OIR-Norm vs. OIR-CIH). All values displayed as mean ± SEM, individual points indicate values per eye. IPL = inner plexiform layer, INL = inner nuclear layer, OPL = outer plexiform layer, ONL = outer nuclear layer, RPE = retinal pigment epithelium, IR = inner retina, PR = photoreceptors, IS/OS = inner and outer segments

Functionally, electroretinography (ERG) examination at PN30 revealed that CIH significantly reduced the amplitude of OIR-induced scotopic a-waves, a measure of rod photoreceptor function, and the subsequent b-waves, a measure of transmission to and function of the inner retina (Fig. 3D and E). Importantly, animals were then kept in the normal animal facility from PN30 to PN60, and although the segment length had normalized (data not shown), the CIH-induced decrease in function was still detectable at PN60, 30 days after cessation of CIH (Fig. 3F and G).

In summary, our data demonstrate that CIH induces the degeneration of photoreceptor segments in addition to the previously described OIR-induced thinning of the inner retina. Further, these morphological differences were associated with lasting deficits in retinal signaling, which are exacerbated by CIH even after return to normal oxygen conditions.

### CIH dampens the reactive microglial expansion in ischemic retinopathy

In rodents, revascularization of the ischemic retina in OIR has been shown to be dependent on microglial cells [25, 26]. Using flow cytometry, we did not detect a significant infiltration of monocytes or other leukocytes (data not shown). Quantification of retinal microglia numbers revealed a quick increase in microglia in the ischemic phase of the OIR model, peaking at PN21, which then returned to baseline by PN27 in the OIR-norm group. In OIR-CIH this reactive swell of the microglia population was significantly suppressed (Fig. 4A). Additionally, microglia visualized in IBA1-labelled retinal flatmounts at PN18 of the central retina revealed that microglia of the ischemic retina of OIR-CIH retinas lacked the transient morphological signs of activation (shortened processes, larger cell bodies) observed at PN18 in OIR-Norm microglia, which normalized by PN30 (Fig. 4B). Similarly, the infiltration of IBA1 + macrophages in the subretinal space that is physiologically devoid of macrophages was significantly blunted in OIR-CIH animals compared to the OIR-Norm group (Fig. 4C). Given the absence of monocyte-derived macrophages in cytometry these cells were likely microglia, similar to the accumulation of protective microglial cells previously described in other photoreceptor disease [37, 38].

**Fig. 4:**
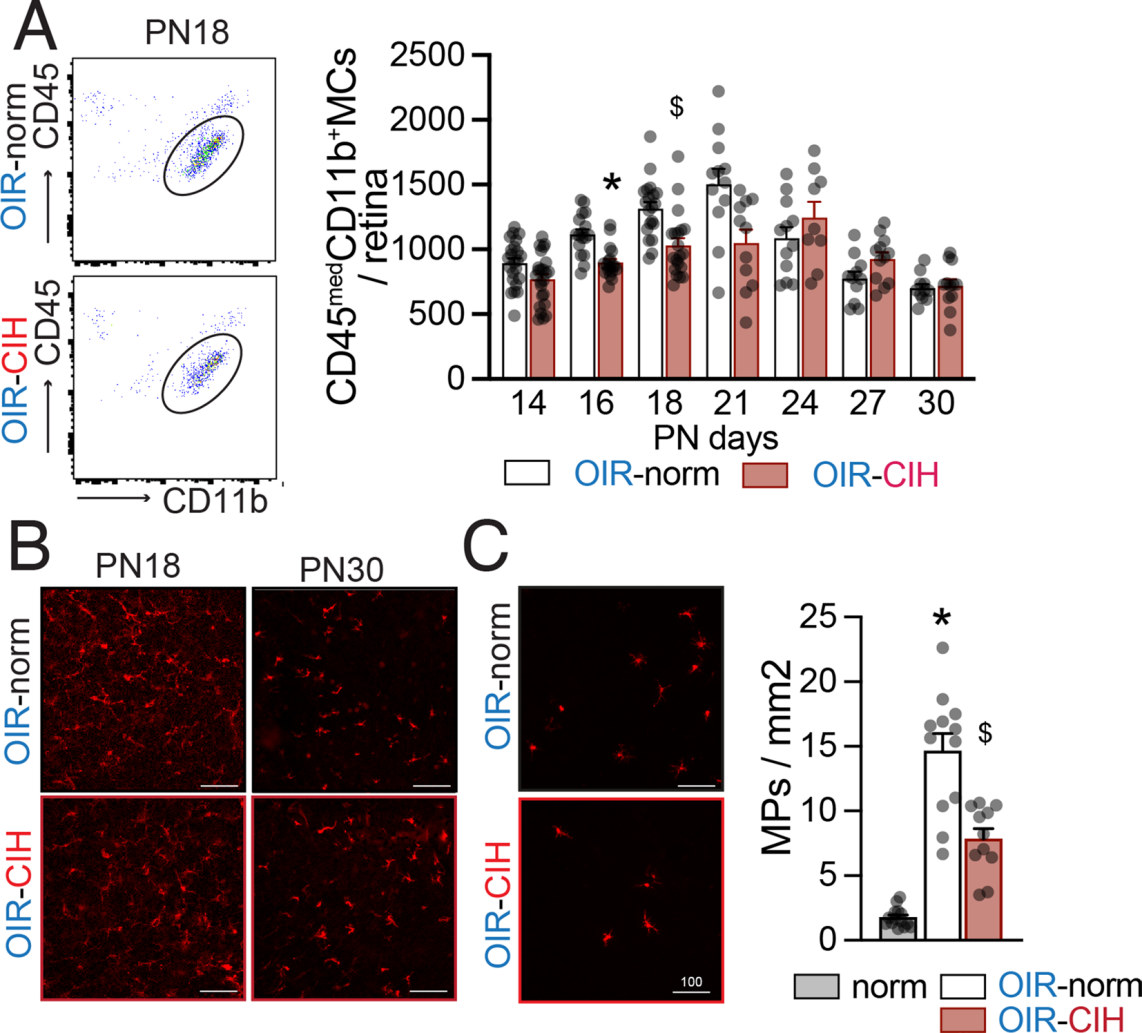
CIH dampens the reactive microglial expansion in ischemic retinopathy. (**A**) Left: Representative gating of CD45^med^CD11b^+^ microglial cells (MC). Right: Quantification of single alive CD45^med^CD11b^+^ retinal microglia (*n* = 11–24 retinas per group; two-way ANOVA and Šídák’s multiple comparisons test * *p* = 0.0006 PN16 OIR-Norm versus OIR-CIH, $ *p* = 0.0039 PN18 OIR-Norm versus OIR-CIH). (**B**) Representative images of central inner retinal microglia, labeled with IBA1 (red) in retinal flatmounts at PN18 and PN30. (**C**) Left: Representative images of subretinal mononuclear phagocytes (MPs), labeled with IBA1 (red) on RPE/choroidal flatmounts at PN30. Right: quantification of subretinal IBA1 + MPs at PN30 (*n* = 11–14 eyes per group; one-way ANOVA followed by Šídák’s multiple comparisons test, * *p* < 0.0001 Normoxia vs. OIR-Norm, $ *p* < 0.0001 Normoxia vs. OIR-CIH and OIR-Norm vs. OIR-CIH). Scales bars = 100 μm; all values displayed as mean ± SEM, individual points indicate values per retina

In summary, these data demonstrate the CIH inhibits the expansion and activation of retinal microglia in the ischemic retina that has been shown to be associated with the reparative revascularization of the ischemic retina [25] and could have a protective role on photoreceptors [37].

### CIH reduces retinal *Csf1* transcription

To identify potential underlying transcriptional differences, we next performed bulk RNA sequencing (RNAseq) on OIR-Norm and OIR-CIH retinas at PN18 (Fig. 5A). 

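Retinal RNA was sequenced from 3 OIR-CIH and 3 OIR-Norm eyes at PN18. All pups had been kept at 75% O2 from PN8 to PN13, which leaves the central retina without capillaries; OIR-CIH pups underwent CIH for 10 h daily and OIR-Norm pups the same gas flow without a change in O2. Xist and Y-linked RNA were both present in each library, which the RNA of 1 animal would not give, so that n counts libraries here and the number of animals behind each is not known. Libraries were prepared from 250 ng of total RNA by poly(A) selection with a strand-specific kit. The authors aligned the reads with STAR to the mouse genome of Ensembl 105, counted the reads on each gene and deposited these raw counts without normalization. The total count was 26289905, 28644954 and 38010151 in the OIR-CIH retinas and 31645321, 27664452 and 31004041 in the OIR-Norm retinas, with medians of 28644954 and 31004041, so that the totals of the groups overlapped. Of 32285 genes in the table, 20021 had a total count of at least 10 over the 6 retinas, the minimum that the authors also used, and were tested. Counts were scaled for library size by the trimmed mean of M-values, expressed as CPM (counts scaled to the same total in each library) and compared as log2(CPM + 0.5) with limma's moderated test and Benjamini-Hochberg adjustment. The added 0.5 shrinks the fold change of genes with few counts. An adjusted p under 0.05 together with a log2 fold change beyond 0.5 in either direction, which are the paper's thresholds, was required for a call. Under these settings 61 genes were called, 43 lower and 18 higher in OIR-CIH, and 2638 genes had an unadjusted p under 0.05 before any correction. This number depended on the settings, with 17 genes called without a trend in the prior variance, 32 when every gene with at least 1 count was tested and from 29 to 79 when single retinas were left out. The 3 OIR-CIH values of each of the 61 genes lay entirely above or entirely below the 3 OIR-Norm values. These genes were called on the same values, so their separation is no further evidence. Over all genes tested, such separation was found for 18.4%, where chance gives 10%.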

The differentially expressed genes (Fig. 5B, Supplemental Table 1) included CIH down-regulated *Hmox1*, *C4b*, *Cd84*, all previously associated with immune functions. Indeed, we performed a Gene Ontology enrichment analysis and found that many of the top enriched GO terms were related to immune responses (Supplemental Fig. 1).

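Hmox1 (ENSMUSG00000005413, chromosome 8), which encodes the heme-degrading enzyme heme oxygenase 1, had 8.54 ± 0.552 CPM (SD, n = 3 retinas) in OIR-CIH and 39.2 ± 3.60 (SD, n = 3) in OIR-Norm. Its log2 fold change was -2.13 (standard error 0.10, adjusted p = 1.64e-06 from limma with Benjamini-Hochberg adjustment), and it had the lowest p of the 20021 genes tested. The complement gene C4b (ENSMUSG00000073418, chromosome 17) fell from 43.8 ± 0.855 (SD, n = 3) to 20.0 ± 1.28 (SD, n = 3) CPM, a log2 fold change of -1.12 (standard error 0.08, adjusted p = 0.000102 from the same limma test). Cd84 (ENSMUSG00000038147, chromosome 1), a receptor of leukocytes, was near the lower end of detection, with 0.962 ± 0.154 (SD, n = 3) CPM in OIR-CIH and 2.52 ± 0.367 (SD, n = 3) in OIR-Norm. Its log2 fold change was -1.04 (standard error 0.17, adjusted p = 0.0225 from limma). Each OIR-CIH retina was below each OIR-Norm retina for these genes, and an exact two-sided permutation test gave p = 0.1, the smallest that 3 retinas against 3 allow. When each retina was left out in turn, Hmox1 and C4b stayed past the thresholds in all 6 fits, whereas Cd84 did so in 1 of them, with adjusted p from 0.0278 to 0.081. Chromosomes are those of GENCODE M21 (GRCm38), matched by gene identifier.

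**Figure D1:**
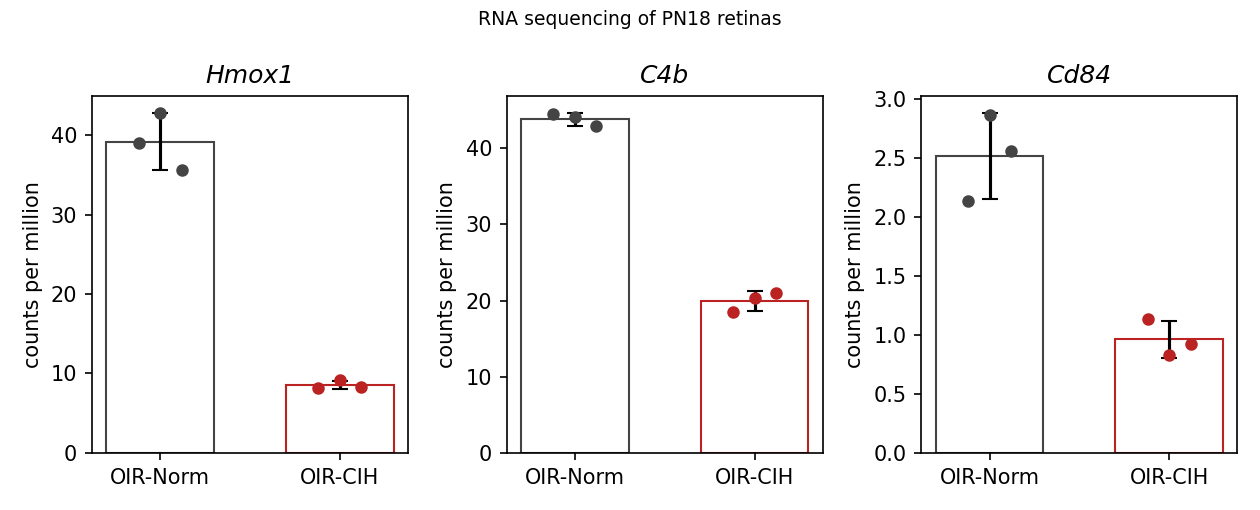
CPM of Hmox1, C4b and Cd84 in OIR-Norm and OIR-CIH retinas at PN18. Points are libraries, bars are means and error bars are SD of 3 libraries; the OIR-CIH points of Hmox1 lie between 8.16 and 9.17, all below the OIR-Norm points.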

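The Gene Ontology tool of the paper was not used here. The paper gave that tool its own list of significant genes, 142 in Supplemental Table 1, so that the tests are not alike. A one-sided hypergeometric test of the genes called against Reactome pathways of 10 to 500 tested genes found 0 of 914 pathways with an adjusted p under 0.05 and 16 with an unadjusted p under 0.05. Only 30 of the called genes were in any of these pathways, against 5501 background genes. The pathways with the lowest p were Signaling by Leptin, Iron uptake and transport and Signaling by Interleukins, each at an adjusted p of 0.514 from that test. Iron uptake and transport had 3 called genes, Hmox1 among them, where 0.224 were expected. Signaling by Interleukins had 4 (Jak3, Socs3, Stat3 and Tnip2) where 0.524 were expected. Restricting the test to genes lower in OIR-CIH also gave 0 pathways past the threshold.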

**Fig. 5:**
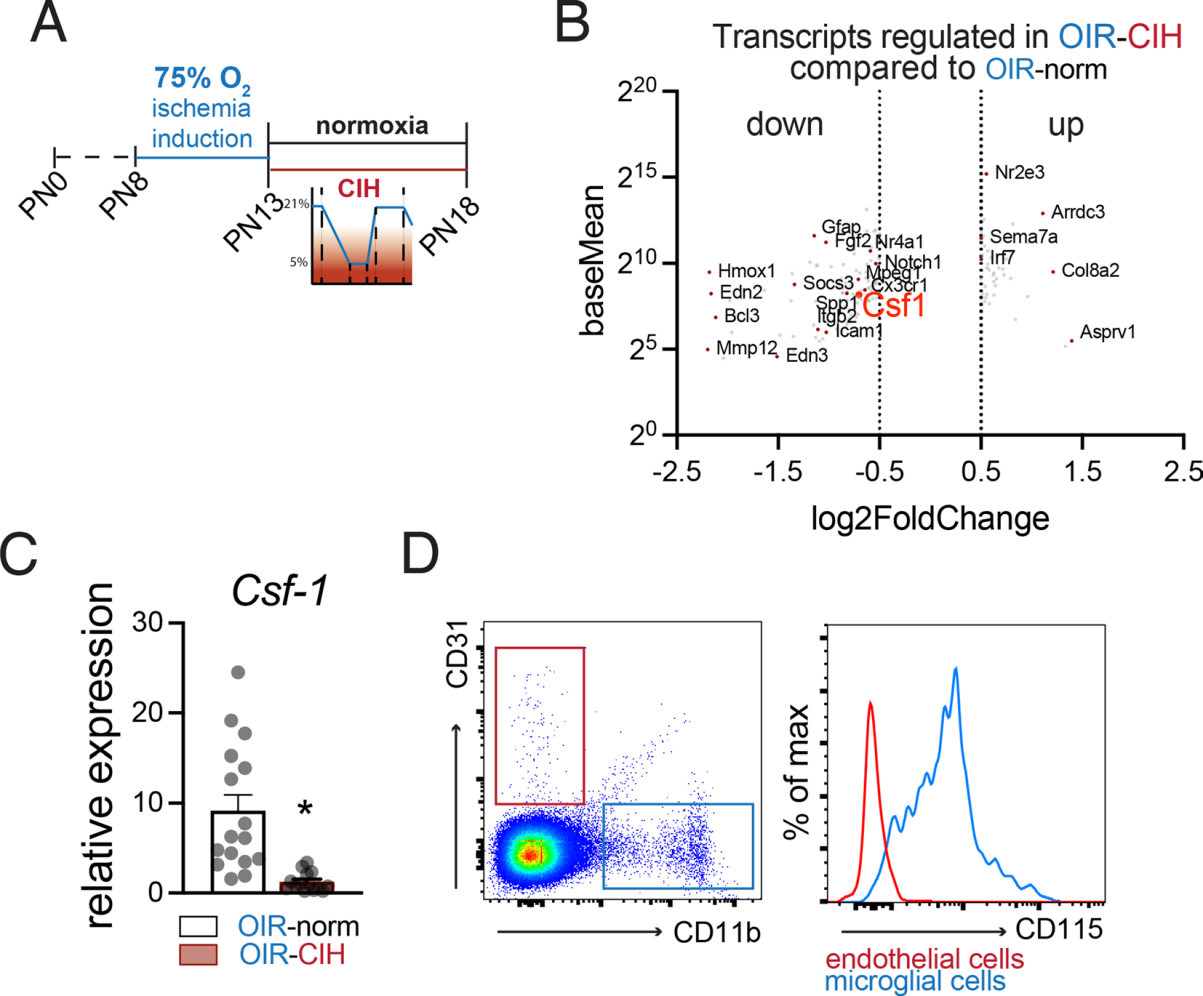
CIH reduces retinal *Csf1* transcription. (**A**) Schematic of the time course of OIR, normoxia, and CIH conditions. (**B**) Volcano plot of differentially expressed genes detected in bulk RNA sequencing of OIR-Norm and OIR-CIH retinas. (**C**) Comparison of *Csf1* expression in OIR-Norm and OIR-CIH retinas at PN18 by qPCR (*n* = 16 retinas per group; Mann-Whitney test * *p* < 0.0001 OIR-Norm versus OIR-CIH; all values displayed as mean ± SEM, individual points indicate values per retina). (**D**) Left: Flow cytometry gating scheme for CD31 + endothelial cells and CD11b + microglia. Right: CD115 (CSF1R) expression on single alive CD31 + endothelial cells (red) and single alive CD45^med^CD11b^+^ microglia (blue)

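Of the 22 genes labelled in the volcano plot, 13 were called here. When each retina was left out in turn, 7 of the 13 (Hmox1, Edn2, Bcl3, Gfap, Fgf2, Arrdc3 and Col8a2) were called in all 6 fits. Edn3 was called in none of these fits (adjusted p from 0.0622 to 0.109), and Nr4a1 lost the call in 5 of them, Spp1 and Notch1 in 4, Socs3 in 3 and Mpeg1 in 1. Edn2, Bcl3, Gfap and Fgf2 had adjusted p from limma of 0.00017, 0.000277, 0.00017 and 0.000176, with log2 fold changes of -2.04, -1.82, -1.14 and -1.04. Arrdc3 and Col8a2 were the called genes labelled as higher in OIR-CIH, with log2 fold changes of 1.09 and 1.19 and adjusted p of 0.000144 and 0.00557 from the same test. Sema7a had an adjusted p of 0.0239 from limma, with a log2 fold change of 0.49 under the minimum of 0.5. The labelled genes with an adjusted p over 0.05 were Mmp12, Itgb2, Icam1, Cx3cr1, Csf1, Nr2e3, Irf7 and Asprv1, at 0.0519, 0.0816, 0.17, 0.119, 0.152, 0.106, 0.112 and 0.255. Each of these 8 changed in the direction drawn in the plot. The groups of all of them were apart except for Asprv1, whose retinas overlapped.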

**Fig. 6:**
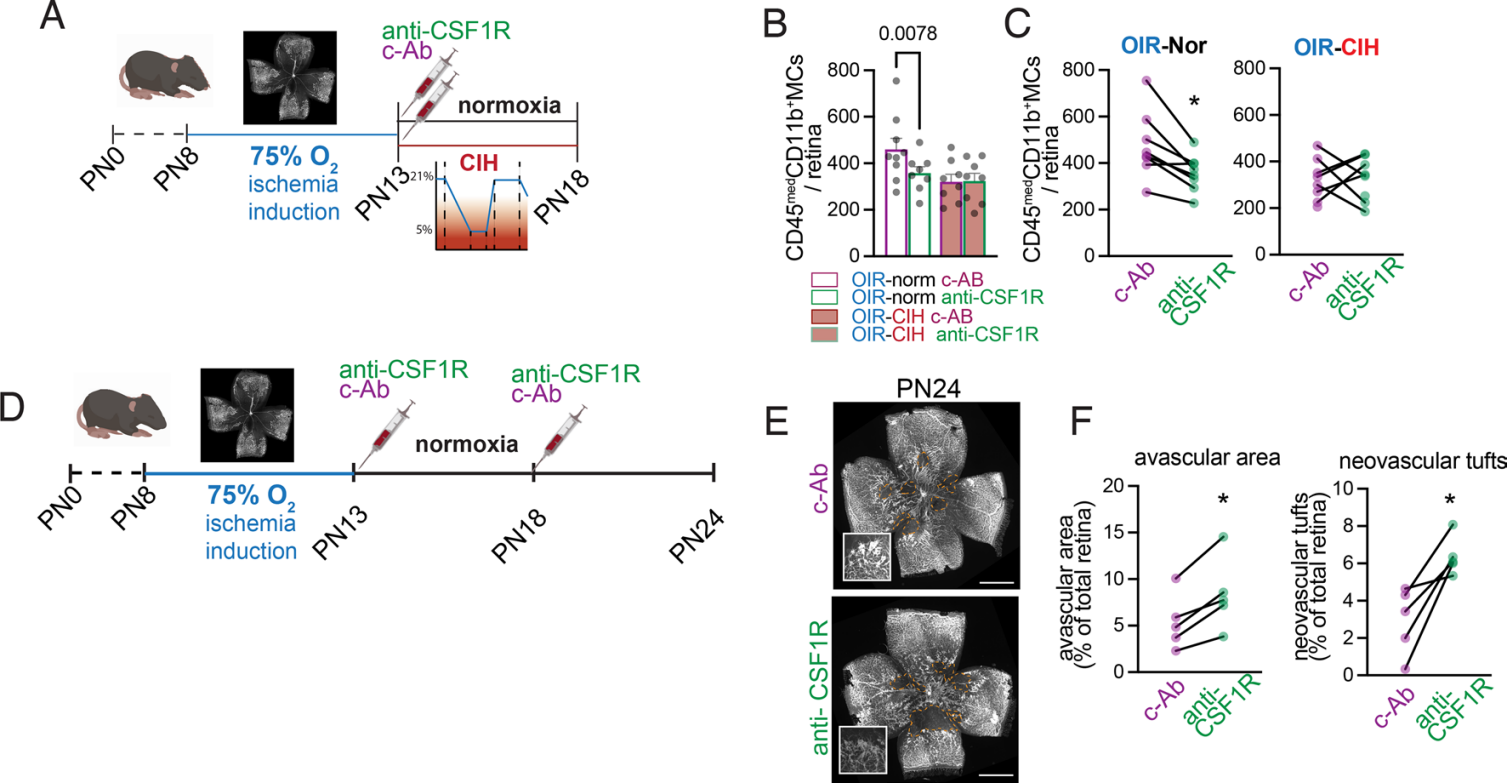
CSF1R inhibition during the ischemic phase of OIR recapitulates the effect of CIH on microglia and vasculature (**A**) Schematic of the time course of injections, and OIR, normoxic, and CIH conditions for the data shown in B-C. (**B**) Quantification of CD45^med^CD11b^+^ microglia by flow cytometry at PN18, 5 days after intravitreal antibody injection, comparing across all experimental groups (*n* = 8 retinas per condition; values displayed as mean ± SEM, individual points indicate values per retina). (**C**) Quantification of CD45^med^CD11b^+^ microglia by flow cytometry, as in B, but showing the paired comparisons between contralateral eyes within the OIR-Norm (left) and OIR-CIH (right) groups (*n* = 8 pups per group; paired Mann-Whitney test * *p* = 0.0078 OIR-Norm c-Ab versus anti-CSF1R). (**D**) Schematic for the time course of injections and OIR and normoxic conditions for the data shown in E-F. (**E**) Representative flatmounts of PN24 retinas after anti-CSF1R antibody or control injections. Vessels are labeled with isolectin and avascular areas are indicated with dashed yellow lines. Insets shown representative areas of neovascularization (NV). (**F**) Quantification of avascular (left) and neovascular tuft (right) area on the retinal flatmounts (*n* = 5 pups per group; paired Mann-Whitney test * *p* = 0.0312 c-Ab versus anti-CSF1R avascular area, * *p* = 0.0312 c-Ab versus anti-CSF1R neovascular tufts). Scale bars = 1000 μm

One of the genes down-regulated in OIR-CIH retinas was colony stimulating factor 1 (*Csf1)*, a very important regulator of macrophage/microglia half-life [39]. 

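Csf1 (ENSMUSG00000014599, chromosome 3) had 6.60, 6.11 and 8.80 CPM in the 3 OIR-CIH retinas and 11.5, 14.5 and 9.70 in the 3 OIR-Norm retinas. The means were 7.17 ± 1.43 (SD, n = 3) and 11.9 ± 2.43 (SD, n = 3), with between 169 and 410 reads counted on the gene per retina. The log2 fold change was -0.69 (standard error 0.17), in the direction the paper reports. Its adjusted p from limma was 0.152, so that the gene was not past the threshold of 0.05 over the 20021 genes tested, where it ranked 205 by p. Adjusted over the 26 genes the paper names alone, its p from limma was 0.00184, but most of those genes were picked from these libraries. All OIR-CIH retinas were below all OIR-Norm retinas (exact two-sided permutation test, p = 0.1, the smallest possible with 3 against 3). Leaving out each retina in turn kept the log2 fold change between -0.83 and -0.54, with adjusted p between 0.0745 and 0.474. Csf1r, which encodes the receptor, had 19.0 ± 2.20 (SD, n = 3) CPM in OIR-CIH and 21.8 ± 3.12 (SD, n = 3) in OIR-Norm, a difference within the spread between retinas (adjusted p = 0.521 from limma). Il34, the other ligand of this receptor, had 6.83 ± 0.920 and 8.11 ± 0.608 CPM (SD, n = 3 each) with an adjusted p of 0.496 from limma. From the lower Csf1 transcript in OIR-CIH, together with qPCR, the paper proposes that reduced Csf1 could account for the lack of microgliosis in that group. It further rests this case on an antibody that blocks CSF1R. In OIR-Norm eyes the antibody lowered microglia to about the OIR-CIH number and hindered revascularization. In OIR-CIH eyes it left the number of microglia unchanged. The RNA counts do not bear on those experiments.

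**Figure D2:**
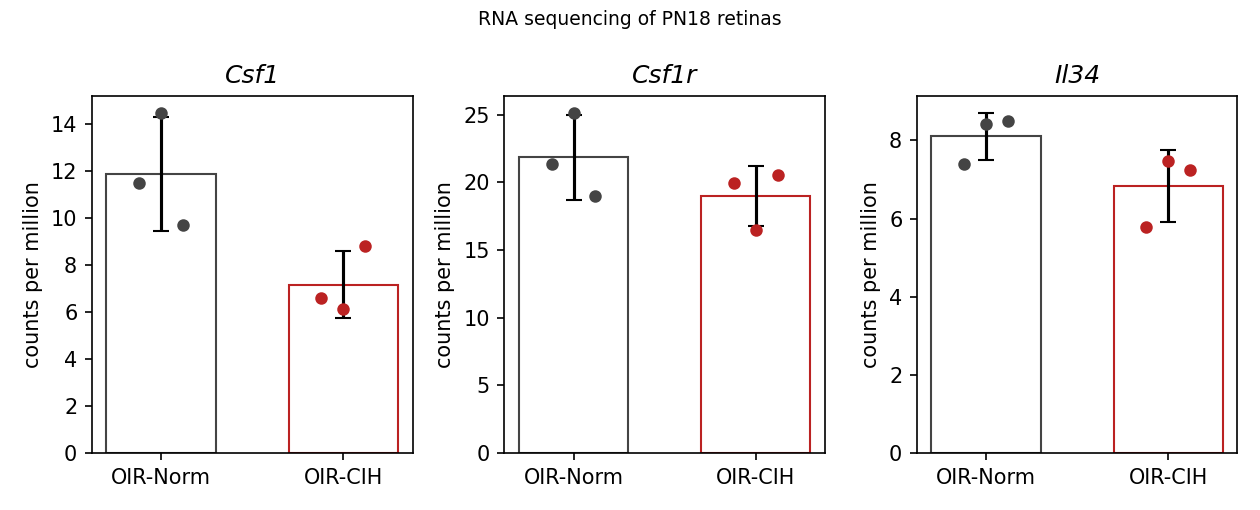
CPM of Csf1, Csf1r and Il34 in OIR-Norm and OIR-CIH retinas at PN18. Points are libraries, bars are means and error bars are SD of 3 libraries; the Csf1 points of the groups are apart, and those of Csf1r overlap.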

RT-QPCRs confirmed this very significant down-regulation in *Csf1* mRNA in OIR-CIH compared to OIR-Norm mice at PN18 (Fig. 5C), which could therefore be responsible for the lack of microgliosis observed in the OIR-CIH group. Cytometric analysis of CD115 (the CSF1 receptor, CSF1R) expression on both retinal microglia and endothelial cells from OIR-Norm PN18 retinas showed that endothelial cell CD115 expression was negligible and that microglia were the main CD115 expressing cells (Fig. 5D), suggesting that any effects of decreased *Csf1* expression are mediated via signaling on retinal microglia.

### CSF1R inhibition during the ischemic phase of OIR recapitulates the effect of CIH on microglia and vasculature

To determine if decreased CSF1-CSF1R signaling could drive several of the effects of CIH on the ischemic retina, we used an anti-CSF1R blocking antibody to inhibit CSF1R. Immediately following the induction of OIR (PN13), pups received an injection of the anti-CSF1R antibody in one eye and an IgG isotype control in the contralateral eye (Fig. 6A). The CSF1R blocking in the OIR-norm group decreased the microglia population to levels equivalent to the size as in OIR-CIH. Injections of the anti-CSF1R antibody in the OIR-CIH group, characterized by an already downregulated *Csf1*, had no effect on the number of retinal microglia (Fig. 6B group comparison, Fig. 6C right-eye versus left-eye paired comparison).

To determine whether decreasing microglia via CSF1-CSF1R signaling in ischemic retinas could recapitulate the exacerbated vascular pathology induced by CIH, we intravitreally injected anti-CSF1R antibody in one eye and isotype control in the contralateral eye immediately following oxygen exposure, and kept the mice in normoxia conditions (Fig. 6D). CSF1R blocking antibody injected eyes developed larger avascular areas and persistent neovascularization compared to their contralateral control antibody injected eyes (Fig. 6E-F), similar to eyes of the OIR-CIH group.

Taken together our data shows that the inhibition of CSF1-CSF1R signaling in OIR-Norm animals recapitulates the vascular phenotype that is observed in OIR-CIH mice in which we showed the *Csf1* expression was decreased.

## Discussion

Using a combination of oxygen-induced microvascular degeneration that induces an ischemic retina and experimental CIH, we here investigated the mechanisms that could link apnea of prematurity with the risk of severe proliferative ROP [11, 12] and obstructive sleep apnea (OSA) with an increased prevalence of severe proliferative DR [14–16].

The OIR mouse model uses continuous oxygen exposure in the vaso-obliterative phase, contrary to the rat model which necessitates alternating hyperoxia–hypoxia cycles, where the oxygen levels cycle between 50 and 10% every 24 h for the first 14 d after birth (for review see Liu et al. [28]. The mouse model thereby more clearly separates the hyperoxic, vaso-obliterative phase from the ischemic phase, contrary to the rat model in which an aspect of intermittent hypoxia is already introduced from the beginning. The OIR mouse model also very reproducibly develops neovascularizations of the ischemic retina that characterize severe human ROP and DR, contrary to rodent animal models of diabetes that only model early stages of non-proliferative retinopathy [27].

Apnea of prematurity and OSA produce repeated episodes of hypoxemia followed by re-oxygenation, called chronic intermittent hypoxia (CIH), believed to be the major contributor to apnea-related morbidity [19]. We experimentally replicated CIH using 10 h daily of 266 cycles of quick oscillations of the O_2_ concentration in the cage during their sleep [29], which corresponds to severe obstructive sleep apnea. Remarkably, this CIH regimen on its own did not induce any phenotype in normal mice (Fig. 1), similar to human patients in whom even severe OSA only causes mild vascular changes in the absence of other underlying retinal diseases [36].

In contrast, CIH profoundly inhibited the previously described revascularization of the ischemic retina [21], resulting in an important, over three-fold larger avascular area at PN24 (Fig. 2). This vascular growth retardation was mirrored by a general growth retardation in the CIH exposed OIR pups, a phenomenon we did not observe in pups without prior hyperoxia exposure (Fig. 1). This growth retardation might be the result of altered food intake, but could also suggest that CIH can more generally inhibit angiogenesis after the vasculature has been rendered vulnerable by the hyperoxic phase. In the retina, the resulting prolongation of the ischemia by CIH was likely responsible for the more persistent and exaggerated pathological neovascularization observed at PN24 and PN27 (Fig. 2), a previously described mechanism [40]. While the vascular changes in the OIR-norm group were largely reversible, as previously described [21] and much like vascular changes in non-severe ROP, the vasculature of the CIH group remained still very recognizably altered due to the irregularity of the intra-retinal revascularization and remaining neovascular tufts at PN30.

Importantly, CIH also aggravated the OIR-induced thinning of the layer of the photoreceptor segments (Fig. 3) in addition to the thinning of the inner retina previously known to be associated with the avascular area in the OIR model [35, 36]. Interestingly, photoreceptor segment changes have also been described in severe DR and DME [7–9], which are associated with sleep apnea [14–16]. Although the human fovea with its foveal cones is anatomically very different from the mouse retina, the perifoveal macula is quite similar to the mouse retina, and it is tempting to speculate that photoreceptor segment changes in severe DR might also be linked to CIH. In our model, these observed photoreceptor segment morphological changes were likely responsible for the CIH-induced further reduction in the scotopic a-wave amplitude and likely contributed to the b-wave amplitude reduction that we confirm OIR induces in mice [10]. Interestingly, the CIH-induced decrease in scotopic responses remained detectable even after 30 days of recovery in room air.

In peripheral disease such as atherosclerosis, CIH is often associated with inflammation and macrophage activation [41]. However, our bulk RNA sequencing of CIH-exposed mice and their controls revealed a downregulation of a number of inflammation-associated genes in the CIH-exposed retina. 

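A list of 40 inflammatory response genes was written before the counts were examined but after Supplemental Table 1 had been read, and 39 of them were tested. Of these, 35 were lower and 4 higher in OIR-CIH, with a median log2 fold change of -0.44 (adjusted p = 2.07e-17 over 12 lists by camera, a set test of limma, with a preset correlation between genes of 0.01). The adjusted p was 0.0384 by fry, limma's rotation test, and 0.171 when camera estimated the correlation from the data. Over all genes tested 5 of the list were called, and 19 had an adjusted p under 0.05 when adjusted over the list alone. The list shares 11 genes with Supplemental Table 1, which was drawn from these libraries, so that it is not independent evidence for them. Without these 11 genes the list stayed past the threshold in camera. In the fits that left out 1 retina its median was between -0.58 and -0.30. Bcl3 and Stat3 fell by 1.82 and 0.63 on the log2 scale, with adjusted p of 0.000277 and 0.00495 from limma, while Nfkbia and Vcam1 were higher by 0.19 and 0.12 without passing the threshold. The cytokine genes Il1b and Tnf were under 0.3 CPM in the mean of each group and lower in OIR-CIH without passing the threshold, with adjusted p of 0.367 and 0.341 from limma. Of 25 genes of glial reactivity, 25 were lower and 12 were called, with a median of -0.84 (camera adjusted p = 2.41e-30, fry 0.0143). When adjusted over that list alone, 20 passed, and 14 of the 25 are in Supplemental Table 1. With the estimated correlation its adjusted p was 0.0771, and none of the 12 lists passed. Socs3, Stat3 and C4b are in both the inflammatory and the glial list, so that the lists are not independent of each other. Socs3 was at 31.5 CPM in OIR-Norm replicate 2, against 15.2 and 16.4 in the other OIR-Norm retinas.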

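A list of 30 microglia marker genes, written after Supplemental Table 1 had been read, was compared with Csf1 in the same 6 retinas. Of these markers 28 were lower and 2 higher in OIR-CIH, with a median log2 fold change of -0.31 (camera adjusted p = 1.49e-12 and fry adjusted p = 0.0244 over 12 lists). Mpeg1 was the marker called, with a log2 fold change of -0.70 (standard error 0.11, adjusted p = 0.0139 from limma), and 11 markers had an adjusted p under 0.05 when adjusted over the list alone. Supplemental Table 1 holds 3 of the 30, for which the libraries are not independent evidence. With the correlation between the markers estimated from the data camera gave an adjusted p of 0.0771. Cx3cr1 fell by 0.66 (standard error 0.15) with an adjusted p of 0.119 from limma, and Tmem119 was at 0.06 (standard error 0.20). Csf1 fell by 0.69, more than the median of the markers by 0.38. By flow cytometry, which was not analysed here, the paper reports fewer microglia in OIR-CIH at PN18.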

Interestingly, our analysis revealed a strong downregulation of the macrophage colony-stimulating factor *Csf1*, a cytokine that regulated microglial cell populations [39], which we confirmed by RT-PCR (7-fold decrease; Fig. 5). Our analysis revealed that CSF1R was mainly expressed by microglia while its expression on vascular endothelial cells was negligible, making a direct effect of the lack of CSF-1 on endothelial cells unlikely (Fig. 5). Accordingly, we found the decreased CSF-1 expression in the CIH group blunted the reactive microgliosis and reduced the subretinal microglial cell infiltration observed under normoxic conditions (Fig. 4). These lower microglial cell counts are in accordance with a previous study that showed that CIH reduced microglia proliferation in vitro [42].

In human proliferative DR, intra-ocular CSF-1 concentration are increased compared to non-diabetic patients [43, 44] and Zeng et al. showed a marked increase of inner retina mononuclear phagocytes using general MP markers (HLA-DR, CD45 and CD68) [45], which is likely due to a reactive microgliosis additionally to monocyte derived macrophages that have been shown to drive the disease [46]. Further studies are needed to determine whether sleep apnea influences these CSF1 levels and the associated microgliosis and how these parameters compare between proliferative and non-proliferative DR.

Others and we have previously shown that the revascularization of ischemic retina in OIR is dependent on microglial cells in vivo [25, 26] and human microglial cells enhance migration and tube formation of human retinal endothelial cells in a CSF-1-dependent manner in vitro [44]. To test whether a reduction of CSF1-CSF1R signaling could be responsible for the inhibition of retinal revascularization via a decreased microglial cell population, we treated OIR mice during the ischemic phase with intravitreal CSF1R-blocking antibody in one eye and an isotypic control antibody in the other eye. Compared to tonic, systemic CSF1R inhibition, which is well-known to fully eliminate microglia if administered continuously over a period of around 7 to 14 days, we here chose to inhibit CSF1R signaling by one intravitreal injection of a CSF1R-blocking antibody, which does not cause full microglia elimination but dampens microgliosis and microglial responses as shown in a model of retinal ischemia/reperfusion injury [47]. We chose this approach to be able to evaluate the local rather than systemic CSF1R inhibition and to compare CSF1R inhibition in one eye to the untreated fellow eye in the same animal. In OIR-Norm animals blocking CSF1R induced a decrease in the microglial population to a similar level observed in OIR-CIH mice. Blocking CSF1R in OIR-CIH mice had no effect, in accordance with the observed concurrent down-regulation of *Csf1* in this group which likely already decreased CSF1-CSF1R signaling. Interestingly, the CSF1R-blocking antibody also inhibited the revascularization of the ischemic retina and aggravated pathological neovascularization compared to the control injected contralateral eyes in the OIR-Norm group. The observation that local blocking of CSF1-CSF1R signaling alone is sufficient to recapitulate many of the effects of CIH on the ischemic retina highlights the importance of this local deregulation. Indeed, these experiments suggest that the inhibition of retinal revascularization is not the consequence of the observed systemic growth retardation and also independent of hypertension or eventual pro-inflammatory changes in the periphery. Similarly, the association of obstructive sleep apnea with proliferative DR and DME in humans was shown to be independent of confounders including body mass index and hypertension [14–16].

Interestingly, a CSF-1-dependent microgliosis has also been demonstrated in a streptozotocin-induced model of non-proliferative diabetic retinopathy, which does not develop intra-retinal revascularization or neovascularization [44]. In the OIR model, a previous study that used osteopetrotic mice (op/op mice carrying a mutation of the *Csf1* gene) and a c­fms tyrosine kinase inhibitor reported that CSF-1 inhibition strongly inhibited vitreal neovascularization, but not retinal revascularization [48]. These differences might be explained by the fact that their study analyzed retinae at an earlier time point, PN16, only and it is not clear to what degree op/op mice that lack CSF-1 might congenitally compensate for this decreased expression by the expression of the alternative CSF1R ligand IL34.

## Conclusions

In our study, we uncovered a novel mechanism by which chronic intermittent hypoxia (CIH), which is believed to be the major contributor to sleep apnea-related morbidity, exerts its detrimental effect on neurodegeneration and pathological vascular alterations in ischemic proliferative retinopathy. Our findings unveil that CIH disrupts a protective reactive microgliosis via the downregulation of colony stimulating factor 1 (CSF-1) in ischemic proliferative retinopathy. Thereby CIH reduces intraretinal vasoprotection, increases pathological neovascularization, and exacerbates photoreceptor degeneration and retinal dysfunction. Our findings help to explain the previously unexplained association of sleep apnea with the increased prevalence of severe DR [14–16] and ROP [11, 12]. These results may also have implication for other neurodegenerative diseases linked to sleep apnea, such as Alzheimer’s and Parkinson’s diseases [49, 50], which involved a protective microgliosis [51–53]. Together, our study opens new therapeutic avenues and most importantly underscores the importance of detecting and treating apnea in DR and ROP to help prevent sight threatening severe disease.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

## Data Availability

The datasets used and analyzed during the current study are available from the corresponding author on reasonable request. The RNAseq dataset generated during the current study is available in the GEO repository, accession number GSE268420.

## Abbreviations

Ab: Antibody
CIH: Chronic intermittent hypoxia
DME: Diabetic macular edema
DR: Diabetic retinopathy
ERG: Electroretinogram
INL: Inner nuclear layer
IPL: Inner plexiform layer
IR: Inner retina
IS/OS: Inner–and outer–segment
MP: Mononuclear phagocyte
Norm: Normoxia
OCT: Optical coherence tomography
OIR: Oxygen–induced retinopathy
OPL: Outer plexiform layer
OSA: Obstructive sleep apnea
PN: Postnatal
PR: Photoreceptors
RNAseq: RNA sequencing
ROP: Retinopathy of prematurity
RPE: Retinal pigment epithelium

# Supplementary material for: Chronic intermittent hypoxia disrupts protective microgliosis in ischemic proliferative retinopathy
**Source:** J Neuroinflammation. 2025 Mar 14;22:82. doi: 10.1186/s12974-025-03392-9
**Supplement:** Supplementary file 1 — Supplementary Material 1

### **Supplemental Table 1:** Significantly differentially expressed genes between OIR-Norm and OIR-CIH retinas.

List of genes significantly down-regulated (top) or up-regulated (bottom) in OIR-CIH retinas compared to OIR-Norm retinas. Genes are ordered from largest to smallest fold change.

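Supplemental Table 1 lists 142 genes, which are the paper's values, 101 lower and 41 higher in OIR-CIH. All 142 were matched by symbol to the deposited counts and changed in the listed direction. The log2 fold changes computed here and those of the table had a Pearson r of 0.986 across genes, which are not independent replicates, and differed by a median of 0.0222. Of the 142 genes, 61 passed both thresholds, 43 of them lower and 18 higher in OIR-CIH, and these are all the genes called here. At an unadjusted p under 0.05 all 142 were counted, and 135 had groups that did not overlap. The 142 genes were listed for their change in these same libraries, so neither count can be set against a chance rate. The genes called had a median of 704 counts per library and those not called a median of 309.

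**Figure D3:**
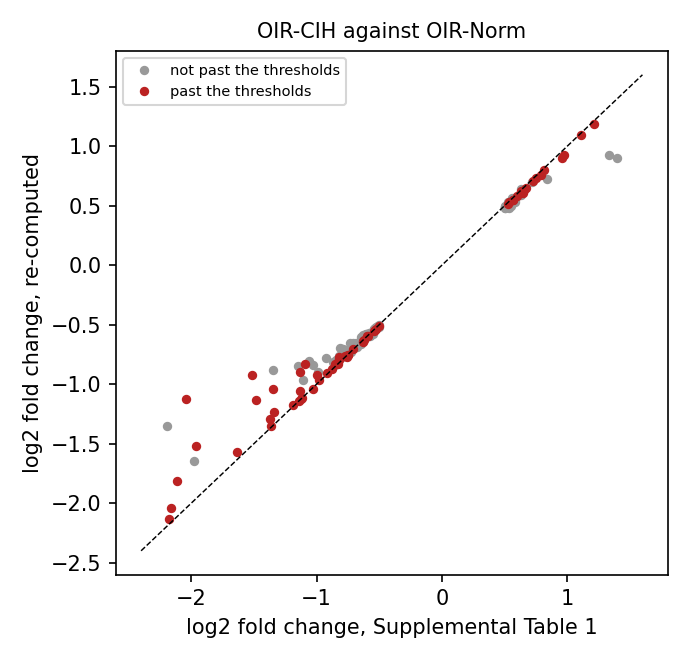
Log2 fold change of 142 genes in Supplemental Table 1 (horizontal axis) and as computed from the deposited counts (vertical axis), OIR-CIH against OIR-Norm. Each point is a gene, red where it passed both thresholds here (61 genes) and grey otherwise, and the dashed line marks equal values; points far from the line are mostly genes with few counts.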

| Gene | log2(Fold Change) | P value |
| --- | --- | --- |
| *Asprv1* | 1.396966 | 0.000405 |
| *Upk3b* | 1.334502 | 0.000197 |
| *Col8a2* | 1.213317 | 7.31E-15 |
| *Arrdc3* | 1.110585 | 3.83E-33 |
| *Hmgb2* | 0.971857 | 2.04E-13 |
| *Gm26670* | 0.961857 | 5.12E-11 |
| *Tfap2e* | 0.838723 | 8.83E-05 |
| *Hist1h1c* | 0.812708 | 9.37E-12 |
| *Ciart* | 0.79332 | 2.28E-09 |
| *Bhlhe23* | 0.749628 | 4.15E-11 |
| *Id1* | 0.726885 | 1.6E-08 |
| *Wfikkn2* | 0.716414 | 6.23E-06 |
| *Ankrd37* | 0.674222 | 6.94E-11 |
| *Neurog2* | 0.652274 | 2.65E-07 |
| *Oasl2* | 0.643976 | 2.66E-07 |
| *Tifa* | 0.628751 | 6.58E-06 |
| *Insm1* | 0.628095 | 1.30E-09 |
| *Slc16a8* | 0.62809 | 0.000473 |
| *Id2* | 0.62746 | 6.38E-07 |
| *Gm27032* | 0.62144 | 5.32E-06 |
| *Ppp1r3c* | 0.597896 | 6.84E-10 |
| *Bsnd* | 0.582821 | 0.000164 |
| *Prdm13* | 0.58005 | 1.81E-06 |
| *Pim3* | 0.569174 | 2.27E-09 |
| *Selenbp1* | 0.565297 | 1.32E-08 |
| *2410006H16Rik* | 0.560945 | 0.000261 |
| *2810410L24Rik* | 0.55609 | 0.00034 |
| *Nr2e3* | 0.552607 | 3.25E-08 |
| *Pcsk9* | 0.549653 | 0.000814 |
| *Gm16551* | 0.543908 | 2.29E-05 |
| *Bhlhe40* | 0.537619 | 1.03E-06 |
| *Gm16958* | 0.53288 | 0.000781 |
| *Tfrc* | 0.53074 | 1.94E-09 |
| *Ubtd1* | 0.524596 | 1.46E-05 |
| *Irf2bp2* | 0.512755 | 6.26E-07 |
| *2310039H08Rik* | 0.510484 | 0.000493 |
| *Sema7a* | 0.503031 | 1.63E-07 |
| *Irf7* | 0.5022 | 3.14E-05 |
| *Usp2* | 0.501731 | 2.86E-08 |
| *Nnat* | 0.501629 | 1.17E-08 |
| *Racgap1* | 0.501533 | 7.65E-05 |

# Supplementary material for: Chronic intermittent hypoxia disrupts protective microgliosis in ischemic proliferative retinopathy
**Source:** J Neuroinflammation. 2025 Mar 14;22:82. doi: 10.1186/s12974-025-03392-9
**Supplement:** Supplementary file 2 — Supplementary Material 2

### **
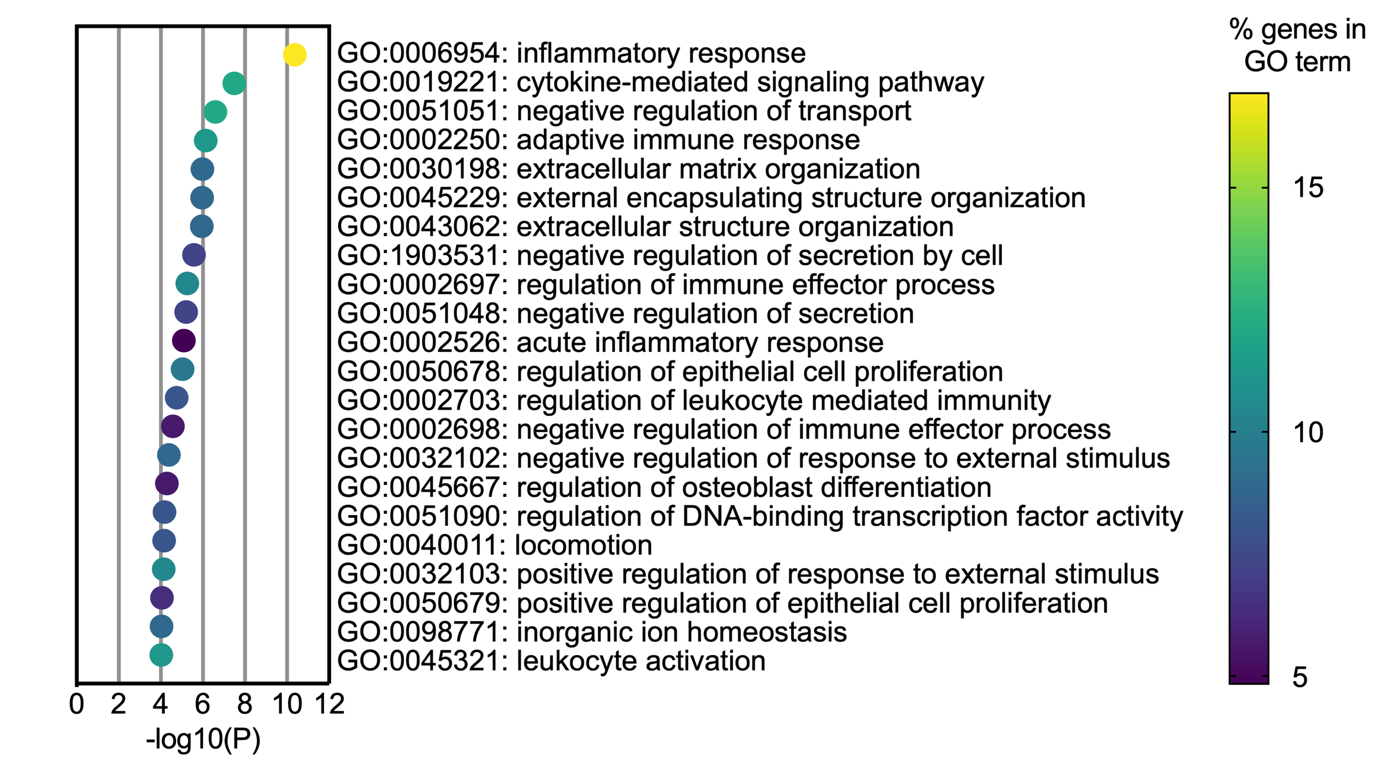
**

### **Supplemental Figure 1:** Top Gene Ontology terms.

List of top Gene Ontology (GO) terms enriched in the list of genes differentially expressed between OIR-Norm and OIR-CIH retinas. Terms are ordered by -log10(P) value and points are color coded by the percentage of genes in the list associated with the corresponding GO term.

How the deposited data were processed for this re-analysis (not part of the article)

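Bulk RNA sequencing of 3 OIR-CIH and 3 OIR-Norm mouse retinas at PN18 was re-analysed. Each library is called a retina, as the paper states 3 eyes per group, but all 6 hold RNA of both sexes, so that n and the SD are over libraries and how many animals each holds is not known. The authors aligned the reads with STAR to the mouse genome of Ensembl 105 and deposited raw whole-number counts per gene for the 6 retinas in 1 table, without normalization. Which strand column of the counter was kept is not stated in the paper's text. The authors then removed genes with a total count below 10, ran DESeq and kept genes with an absolute log2 fold change over 0.5 and an adjusted p under 0.05.

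The table separates its values with semicolons, which the automatic check of units used for this work could not read, so the values were entered there as other and were not checked by it. Read with the semicolon as separator, all are whole numbers of at least 0, which is what raw counts are. Because of that entry, edgeR was not run, although its quasi-likelihood test on these counts had been set as the main test before the data were examined, and DESeq2 was not run either. The counts were instead tested on a log scale with limma 3.58.1 in R 4.3.3. This replacement was made after the counts had been seen. Results with 0.1, 0.5 and 1 CPM added and with limma-voom, those of Csf1 with each added value included, had been seen when limma with 0.5 CPM added was chosen, and all of these settings are reported. The choice of test changes which genes pass the threshold and bears on Csf1, which was not called by any fit made here.

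Counts were scaled by the trimmed mean of M-values, written out for this work with trims of 0.3 and 0.05, and tested as log2(CPM + 0.5) with a trend in the prior variance. Genes with a total count of at least 10 were kept, 20021 of 32285. Adjusted p are Benjamini-Hochberg values, and a call needs an adjusted p under 0.05 and an absolute log2 fold change over 0.5. The method was tested on simulated counts drawn from the means and library sizes of these retinas. With 200 genes changed, 169 were called, all in the simulated direction, along with 9 unchanged genes; 52 of the 80 genes changed by 0.7 on the log2 scale were called, a size close to that of Csf1. With no gene changed, 0 were called. In the simulation genes of like abundance had the same spread between retinas, genes were drawn independently, and genes with few counts were not changed. So these rates leave out differences shared by many genes and need not hold for Csf1. A first version of this simulation contained an error that left all genes unchanged, and it was corrected before these numbers were made.

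Gene symbols came from GENCODE M21, which is not the annotation the authors used, by gene identifier, and no coordinates are given. Genes named are those the paper's text, Fig. 5B or discussion names, Csf1r and Il34, the 5 largest changes in each direction among called genes with groups apart and a mean of at least 1 CPM, and at most 5 members of each list with the lowest adjusted p. Genes outside this rule (Nfkbia, Vcam1, Il1b, Tnf, Tmem119, Jak3, Tnip2, Cryaa, Pdgfra, Clock, Nfil3 and Xist) were chosen after their values were seen. The 12 gene lists (microglia markers, inflammatory response, glial reactivity, interferon response, hypoxia response, rod photoreceptor, cone photoreceptor, endothelial, clock-activated, immediate-early, retinal neurogenesis and cell cycle) were written before the counts were seen but after Supplemental Table 1 had been read. They were tested by camera with a preset correlation of 0.01, with fry and with an estimated correlation. Reactome pathways of 10 to 500 genes were tested by the hypergeometric distribution.

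The total count per retina was between 26289905 and 38010151. With 3 retinas per group an exact permutation test of a single gene cannot give a p under 0.1. Alternatives were the median-of-ratios scaling, limma-voom, other filters on low counts, a block on the replicate number, a covariate for Y-linked RNA, no minimum fold change and leaving out each retina, and, added after the data were seen, other added values and no trend in the prior variance. No pair of replicates differed by as little as sampling noise. The qPCR, flow cytometry and imaging of the paper were not analysed here.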

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

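The lists were written before the counts were seen but after Supplemental Table 1 had been read, and the tests of chance and of GC content and length in this part were chosen after the results had been seen. The paper's text names neither the interferon response nor neurogenesis, although genes of both lists are in Supplemental Table 1.

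The interferon response list had a median log2 fold change of 0.28, with 25 of 29 genes higher and 4 lower in OIR-CIH (camera adjusted p = 2.27e-07, fry adjusted p = 0.0255). The direction is opposite to that of the inflammatory list. Oasl2 was the gene called, at 0.61 (adjusted p = 0.0306 from limma), and it lost the call in 5 of the 6 fits that left out 1 retina (adjusted p from 0.0484 to 0.116). Oasl2 and Irf7 are in Supplemental Table 1, and Irf7 is labelled in Fig. 5B. The median was between 0.19 and 0.31 in these fits, the lowest without OIR-Norm replicate 3. Over the list, 6 genes had an adjusted p under 0.05 when adjusted over the list alone. Of the 10 splits of the 6 retinas, 1, the real one, gave as large a median, and with so few splits the share cannot fall low enough to exclude chance. After correction for GC content and gene length the median was 0.29, which argues against those as the whole cause. With an estimated correlation between genes camera gave an adjusted p of 0.0771. An effect of CIH and a difference between litters or cages, which the labels do not give, stay open and untested.

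The retinal neurogenesis list had a median of 0.13, with 15 of 22 genes higher and 7 lower (camera adjusted p = 0.000203, fry adjusted p = 0.0255). The median was between 0.0968 and 0.21 in the fits that left out 1 retina, the highest without OIR-CIH replicate 2. Insm1, Bhlhe23 and Neurog2 were called; in these 6 fits Bhlhe23 kept the call in all, Insm1 lost it in 1 and Neurog2 in 5. The list shares 4 genes with Supplemental Table 1, and without them its median was 0.09 with an adjusted p of 0.154; those genes are in the table because they changed in these libraries, so that a weaker result without them was fixed in advance. Of 10 splits, 1 gave as large a median, which again cannot exclude chance. After correction for GC content and length the median was 0.12, which argues against those as the whole cause. A difference in developmental stage between the groups was not tested.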

How the results depend on the processing

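Alternatives were set before the data were examined, except other added values and the fit without a trend in the prior variance, which were added afterwards. The planned edgeR tests (the quasi-likelihood test, as the main one, and its legacy version), the planned DESeq2 test and the Reactome test on DESeq2 calls were not run, for the reason given with the processing. How the calls would differ under them is not known.

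The number of genes called was 61 with 43 lower and 18 higher. Testing every gene with at least 1 count gave 32 genes, 23 lower and 9 higher, all 32 among the 61; this alternative tests 24439 genes. Without a trend in the prior variance 17 were called, 15 lower and 2 higher; the cause was not tested. Median-of-ratios scaling gave 66 and limma-voom 58, of which 61 and 55 were among the 61. Adding 0.1 or 1 CPM in place of 0.5 gave 66 and 60. Leaving out each retina gave from 29 to 79 genes, from 24 to 65 lower and from 5 to 35 higher. The lowest count, 29, came without OIR-CIH replicate 1, where 5 genes were higher; 35 were higher without OIR-Norm replicate 1, and 65 lower without OIR-Norm replicate 3. Of the 10 splits of the retinas into 3 and 3, only the real one gave as many calls as 61, and the other 9 gave 0, with 446 to 1950 genes at an unadjusted p under 0.05; 10 splits cannot show that the real one is rarer than chance allows.

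The log2 fold change of Csf1 stayed negative and was not past the threshold in any fit made here, the fits without 1 retina included (from -0.83 to -0.54).

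Replicate numbers are shared by the groups but do not pair the retinas: deviations of same-numbered retinas correlated at 0.103, 0.097 and -0.18. With a replicate block 61 genes were called, 48 of them among the 61 of the unblocked fit.

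With the preset correlation camera gave an adjusted p of 0.00353 for rod photoreceptor, 0.017 for cone photoreceptor, 0.384 for endothelial, 0.0403 for immediate-early and 0.0235 for cell cycle genes. Camera with an estimated correlation left 0 of the 12 lists past the threshold. The adjusted p became 0.0771 for microglia markers (median -0.31), glial reactivity (-0.84), interferon response (0.28) and retinal neurogenesis (0.13), 0.171 for inflammatory response (-0.44), 0.288 for hypoxia response (0.13), 0.534 for rod photoreceptor (0.13), 0.52 for cone photoreceptor (0.11), 0.212 for clock-activated (0.12), 0.534 for immediate-early (-0.13) and 0.488 for cell cycle (-0.16). By fry the hypoxia response (0.13), rod photoreceptor (0.13), cone photoreceptor (0.11), clock-activated (0.12), immediate-early (-0.13) and cell cycle (-0.16) lists were also not past it. Without the genes of Supplemental Table 1 the clock-activated (0.059), immediate-early (-0.0817), retinal neurogenesis (0.0889) and cell cycle (-0.15) lists were not past it; these genes were listed for their change in the same libraries, so that this setting can only weaken lists that share their direction. Between the fits that left out 1 retina the rod photoreceptor median went from 0.0428 (without OIR-Norm replicate 2; 0.052 without OIR-CIH replicate 1) to 0.22 (without OIR-Norm replicate 1), cone photoreceptor from 0.0679 to 0.23 (without the same OIR-Norm replicates 2 and 1), endothelial from -0.38 (without OIR-Norm replicate 3) to 0.16, immediate-early from -0.39 (without OIR-Norm replicate 3) to -0.0343 (without OIR-Norm replicate 1) and cell cycle from -0.20 to -0.0661 (without OIR-CIH replicate 1; -0.0741 without OIR-Norm replicate 2). Other lists kept their direction and their side of the threshold in these fits, with medians from -0.37 to -0.29 for microglia markers, from -0.58 to -0.30 for inflammatory response and from -0.92 to -0.62 for glial reactivity. The endothelial list (median -0.11 with all retinas) was at 0.16 without OIR-Norm replicate 2, the opposite direction, and past the threshold there, as it was at -0.38 and at -0.20 without OIR-CIH replicate 3; it was at -0.0497 without OIR-CIH replicate 1. The Reactome count was 0 under each setting run.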

Differences from the paper's values

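Supplemental Table 1 gives 142 genes, 101 lower and 41 higher, as the paper's values, against 61, 43 and 18 here. None of the alternatives set before the data were examined closed the gap for the total or the lower genes. For the higher genes, the fit without OIR-Norm replicate 1 gave 35. The paper's DESeq test was not run here.

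Of 29 named genes with a value in the table, 6 differed by more than the standard error: Bcl3 (-1.82 against the paper's -2.12), Mmp12 (-1.35 against -2.20), Edn3 (-0.92 against -1.51), Asprv1 (0.90 against 1.40), Cd84 (-1.04 against -1.35) and Scube1 (-1.52 against -1.96). With limma-voom, Bcl3 was at -2.14, Edn3 at -1.60, Asprv1 at 1.34, Cd84 at -1.38 and Scube1 at -1.96, within the error of the paper's values, and Mmp12 was not. Without OIR-CIH replicate 1, Asprv1 was at 1.26. Adding 0.1 CPM, chosen after the values were seen, brought Bcl3, Mmp12, Edn3, Asprv1, Cd84 and Scube1 to -2.07, -2.06, -1.42, 1.16, -1.30 and -1.87.

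The paper reports Csf1 among its significant genes, and here its log2 fold change of -0.69 against the paper's -0.70 had an adjusted p of 0.152 (0.00184 when adjusted over the genes the paper names alone); no setting run called it. Its fold decrease was 1.61 on the scale with 0.5 added, against the paper's 7 by qPCR, a different assay; no alternative set before the data were examined reached it. The paper also lists Icam1, Irf7 and Asprv1, which no setting run called. Mmp12 was called with median-of-ratios scaling, with the replicate block, and without OIR-CIH replicate 1 or OIR-Norm replicate 2; Itgb2 and Cx3cr1 without OIR-CIH replicate 3; Nr2e3 with limma-voom; and Sema7a without OIR-Norm replicate 1 or 2. Of listed genes from the tested lists, Fcrls was called with limma-voom, with at least 10 counts in every sample and with 0.1 CPM added, Usp2 without OIR-CIH replicate 3 or OIR-Norm replicate 1, and Bub1b with 0.1 CPM added and without OIR-CIH replicate 3. The settings with 0.1 added were chosen after the values were seen.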

Other observations

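Tests of Xist and Y-linked RNA, of the share of abundant genes and of the tissue lists without single retinas, the count of markers that fell as much as Csf1, the rate expected by chance for the microglia markers and the reading of the tissue and clock tests as undecided were set after the values had been seen; the other tests in this part were written before.

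Among tests of technical sources for the 61 genes called, thinning every library to the smallest total kept 59 of them. The 50 most abundant genes took between 15.03% and 17.82% of the counts of a library, which can shift the other genes by at most 0.0482 on the log2 scale between libraries, while the smallest change of a called gene was 0.512. With the summed Y-linked RNA as a covariate 42 remained, and after correction for GC content and gene length 49 remained. These argue against library size, a few abundant genes, sex, or GC content and length as the whole cause. Across all tested genes with known length and GC content, the log2 fold change had a Spearman rho of -0.233 with length and 0.12 with GC content. So a trend with length was present between the groups, and its source is not known. The splits of the retinas cannot decide on chance assignment: 1 of 10, the real one, gave as many calls and the other 9 gave 0 (446 to 1950 genes at an unadjusted p under 0.05), but with 10 splits the share is never under 0.1. When each retina was left out in turn, 23 of the 61 genes were called in all 6 fits, and 4 in none of them.

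Tissue from outside the neural retina cannot be told apart from the effect of CIH for these genes: 5 of 7 marker lists had medians outside the central 95% of matched random lists. Fibroblast markers had a median of -0.52, with 10 of 10 lower, and Pdgfra, which other cells also express, was the most abundant at a mean of 36.3 CPM. Retinal pigment epithelium markers had a median of 0.30 (5 of 14 lower), smooth muscle -0.23, blood -0.23, optic nerve oligodendrocyte 0.04 and skeletal muscle 0.11. Lens markers had a median of -1.10, with 11 of 11 lower and 0 at an unadjusted p under 0.05. Cryaa was at 174.5 CPM in OIR-Norm replicate 2 and between 4.36 and 30.0 in the other 5 libraries. Without that replicate the median of the lens list was 0.17 with 1 of 11 genes lower. It also lay apart on the axis of largest variation between libraries (37.5% of the variance), at 32.1 against -18 to 3.83 in the other 5. Without the same replicate the medians were -0.25 for fibroblast (10 of 10 lower), -0.0782 for smooth muscle, -0.0079 for blood, 0.13 for oligodendrocyte and 0.25 for skeletal muscle markers. The pigment epithelium median was 0.15 without OIR-CIH replicate 1 and 0.51 without OIR-Norm replicate 1, that of oligodendrocyte markers 0.24, smooth muscle -0.54 and blood -0.50 without OIR-Norm replicate 3, blood -0.051 without OIR-Norm replicate 1 and skeletal muscle 0.0552 without OIR-CIH replicate 1.

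The median of the microglia markers lay 0.38 above Csf1 on the log2 scale, but 2 of the 30 markers (Sall1 and Mpeg1) fell by at least as much. So a smaller share of microglia cannot be told apart from other sources of the fall of Csf1. A smaller share could lower Csf1 only if microglia make its transcript, and which retinal cells make it was not tested. Among the 30 markers, 5 lay more than 2 standard errors from the median of the list where 2.06 are expected by chance. So from this RNA alone a uniform fall, as a smaller share of microglia would give, cannot be told apart from markers that moved separately. The paper counted microglia directly by flow cytometry and reports fewer in OIR-CIH at PN18.

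Ciart, Usp2 and Bhlhe40 were higher in OIR-CIH by 0.76, 0.49 and 0.53, with 8 of 12 clock-activated genes higher (camera adjusted p = 0.000565, fry 0.0766). When each retina was left out in turn, Ciart lost its call in 3 of 6 fits and Bhlhe40 in 5; the median of the list was 0.12, and 0.0732 without OIR-CIH replicate 3 and 0.0783 without OIR-Norm replicate 3. Of 5 genes of the opposite phase only 1, Clock, was lower, at -0.18 (adjusted p = 0.304 from limma). Nfil3, also of that phase, was higher by 0.30 (adjusted p = 0.215 from limma), against what a later or earlier collection would give. With both directions present, a difference in time of collection cannot be told apart from other sources. The collection times of these libraries are not known.

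The hypoxia response list was slightly higher, at a median of 0.13 (25 of 31 genes higher, camera adjusted p = 5.12e-06), and Ankrd37 was called, also in 5 of the 6 fits without 1 retina; by fry the list's adjusted p was 0.167 and with the estimated correlation 0.288. The median was 0.085 without OIR-CIH replicate 1 and 0.0855 without OIR-Norm replicate 3.

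Xist, which is expressed from the inactive X of females, and Y-linked genes were both present in each library. Xist was between 297.5 and 1667 CPM and the summed Y-linked RNA between 57.0 and 184.9. Xist and each of 4 Y-linked genes were above 3 counts in 6 of 6 libraries, which argues against RNA of 1 animal in each library; whether retinas were pooled or RNA passed between samples was not tested. The libraries may differ in the proportion of the sexes, for which Xist and Y-linked RNA would vary oppositely: Pearson r was -0.691 (exact permutation p = 0.121, Benjamini-Hochberg adjusted p = 0.242 over 2 tests) and Spearman rho -0.486 (exact permutation p = 0.356) over 6 libraries, with r at -0.473 without the 2 libraries farthest from the median, which leaves the proportions open.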
